# Insight into Differential Responses of Upland and Paddy Rice to Drought Stress by Comparative Expression Profiling Analysis

**DOI:** 10.3390/ijms14035214

**Published:** 2013-03-04

**Authors:** Xipeng Ding, Xiaokai Li, Lizhong Xiong

**Keywords:** *Oryza sativa*, expression pattern, drought resistance, quantitative trail loci, near isogenic lines

## Abstract

In this study, the drought responses of two genotypes, IRAT109 and Zhenshan 97 (ZS97), representing upland and paddy rice, respectively, were systematically compared at the morphological, physiological and transcriptional levels. IRAT109 has better performance in traits related to drought avoidance, such as leaf rolling, root volumes, the ratio of leaf water loss and relative conductivity. At the transcriptional level, more genes were induced by drought in IRAT109 at the early drought stage, but more genes had dynamic expression patterns in ZS97 at different drought degrees. Under drought conditions, more genes related to reproductive development and establishment of localization were repressed in IRAT109, but more genes involved in degradation of cellular components were induced in ZS97. By checking the expression patterns of 36 drought-responsive genes (located in 14 quantitative trail loci [QTL] intervals) in ZS97, IRAT109 and near isogenic lines (NILs) of the QTL intervals, we found that more than half of these genes had their expression patterns or expression levels changed in the NILs when compared to that in ZS97 or IRAT109. Our results may provide valuable information for dissecting the genetic bases of traits related to drought resistance, as well as for narrowing the candidate genes for the traits.

## 1. Introduction

Drought stress is one of the major environmental factors limiting rice (*Oryza sativa* L.) production. Drought can occur at any stage during the rice growing season due to inadequate irrigation, uneven distribution of rainfall, variation in the rainfall patterns from one year to another or inadequate rainfall in large areas [1]. The reproductive stage (from anthesis to flowering) is recognized as the most critical stage at which drought stress can cause harm to the crop [2,3].

The study of the genetic and molecular bases of drought resistance has always been challenging, because drought resistance of crops consists of many complex traits reflected in morphological and physiological characteristics, and different mechanisms often combine to confer drought resistance. The mechanisms of drought resistance include drought escape, drought avoidance, drought tolerance and drought recovery, among which drought avoidance and drought tolerance are the two major mechanisms for drought resistance in rice [4,5]. Drought avoidance helps plants maintain good water potential by enhancing water uptake and reducing water loss (e.g., an effective rooting system, leaf rolling and fast stomatal closure). The ability to maintain cellular turgor under dehydration stress via osmotic adjustment and antioxidant capacity is considered an important drought tolerance mechanism. Drought recovery is an important mechanism when drought occurs early in rice development. Under different environmental conditions and at different developmental stages, the mechanisms of drought resistance differ. For example, at the reproductive stage in rice, drought avoidance was a more important genetic basis of drought resistance than drought tolerance in sandy soil, whereas drought tolerance may play a more important role in the genetic control of drought resistance in paddy soil [6].

As a powerful high-throughput tool, cDNA microarrays (*i.e.*, gene chip technology) have been widely used to detect gene expression profiles in many model organisms, including Arabidopsis and rice, and under many abiotic stress conditions [7–12]. To understand the genetic mechanism of drought resistance in rice, expression patterns were detected at different durations and degrees of drought stress in various cultivars [12–15]. Upon polyethylene glycol treatment, genes that may play a role in detoxification, protection against oxidative stress and maintaining cellular turgor have higher expression in upland rice, but genes involved in the degradation of cellular components have higher expression in lowland or paddy rice [12]. Drought stress induced more genes related to degradation processes in the sensitive genotypes than in the tolerant genotypes, whereas more genes related to water use and photosynthesis were downregulated in the tolerant genotypes than in the sensitive genotypes [13]. Transcriptomic analysis of a drought-tolerant rice Nagina 22 *versus* a drought-susceptible rice, IR64, was reported by Wang [14]. Several enzyme-encoding genes were induced in Nagina 22 (N22), and regulatory components that confer drought tolerance were repressed in IR64 under drought stress. Significant upregulation of the α-linolenic acid metabolic pathway was observed in N22 under drought. Genome-wide temporal-spatial gene expression profiling of drought responsiveness revealed that most of the differentially expressed genes were under temporal and spatial regulation, suggesting a crosstalk between various development cues and environmental stimuli [15]. However, none of the reported comparative profiling analyses were performed in association with a population that has been investigated for genetic control of drought resistance.

An inbred line population derived from a cross of paddy rice Zhenshan 97 (ZS97) and upland rice, IRAT109, has been intensively investigated for the genetic control of drought resistance [8,16,17], and near isogenic lines (NILs) for many quantitative trait loci (QTL) related to drought resistance have also been constructed in this population [18]. In this study, the expression profiles of the two parents, ZS97 and IRAT109, under normal and drought conditions at the reproductive stage were investigated by the Affymetrix GeneChip. More genes related to reproductive development and establishment of localization were downregulated by drought in IRAT109. The expression levels of genes involved in degradation of cellular components were higher in ZS97 than in IRAT109 under drought conditions. More genes were induced by drought in IRAT109 at a second time point, and more genes had dynamic expression patterns in ZS97 at different degrees of drought treatment. In this study, we further investigated the expression patterns of dozens of drought-responsive genes in the isogenic background.

## 2. Results and Discussion

### 2.1. Performance of Upland and Paddy Rice under Normal and Drought Conditions

Upland rice has been widely recognized to be more drought resistant than paddy rice. Previously, we conducted a serious genetic analyses of drought resistance using a recombined inbred line (RIL) population derived from the paddy genotype, ZS97, and upland genotype, IRAT109 [16,17]. To further investigate the difference of the two genotypes in response to drought in association with differential gene expression (described next), we compared the morphological and physiological responses and yield-related traits of the genotypes under both irrigated and drought-stressed cultivation. Under normal conditions, ZS97 showed significantly higher trait values than IRAT109 in grain yield (GY), tillers per plant (TPP) and spikelet fertility (SF), but IRAT109 showed significantly greater plant height (PH), number of spikelets per panicle (SPP), 1,000-grain weight (KGW), total root volumes (RV) and root volumes per tiller (RVT) (Table 1, Figure 1B). The ZS97 leaves lost water significantly faster (*p* < 0.01) than IRAT109 leaves (Figure 1D). The relative electrical conductivity of leaves (REC) of ZS97 leaves was significantly higher (*p* < 0.01) than that of IRAT109 (Figure 1E). Under drought-stressed cultivation, ZS97 had significantly greater TPP and SPP, but lower GY, PH, KGW, RV and RVT than IRAT109 (Figure 1D), while the value of SF indicated no significant difference. The leaves of IRAT109 rolled faster than those of ZS97 under drought stress at the reproductive stage. In fact, leaves of ZS97 seldom rolled, but became dry at the later stage of drought stress (Figure 1A). After re-watering, the degree of leaf drying of ZS97 was more severe than that of IRAT109. The relative values of the above traits have been widely used as indices to evaluate drought resistance [19,20]. We noted that the relative values of GY, SF, KGW and RVT were significantly higher in IRAT109 than in ZS97, but the relative values of TPP and SPP were lower in IRAT109 than in ZS97 (Table 1). These results suggest that IRAT109 performs better (in terms of grain yield) than ZS97 only under drought stress conditions, which may be mainly due to the better performance of IRAT109 in traits related to drought resistance, such as leaf rolling and root volumes.

### 2.2. Different Drought-Responsive Profiles of the Two Rice Genotypes

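Flag leaves of IRAT109, an upland japonica genotype, and ZS97, a paddy indica genotype, were sampled at the booting stage before stress (D0) and at 3 increasing degrees of drought (D1, D2 and D3). Each of the 8 combinations of genotype and stage was hybridized in 2 biological replicates, giving 16 Affymetrix arrays of 57381 probe sets. The relative water content that the paper gives for the sampled leaves was 94% to 95% at D0, 83% to 88% at D1, 74% to 78% at D2 and 65% to 69% at D3. The values deposited by the authors are signal intensities on a linear scale. The sample labels name MAS5 as the summary method and the methods section names the robust multiarray average, and which of them made the values was not settled here. The mean intensity per array, without the highest and lowest 2% of probe sets, lay between 228 and 246, and no array was rescaled. A constant of 16 was added to every intensity before the log2 transformation, and 27.9% to 29.5% of the probe sets of an array lay below that level. One limma model with a mean for each of the 8 groups was fitted to all probe sets, with 8 residual degrees of freedom and a median residual SD of 0.083 on the log2 scale. A probe set was called drought-responsive at an adjusted p under 0.05 (Benjamini-Hochberg over all probe sets) and a fold change over 2 against D0 of the same genotype. A mean change is the mean of D1, D2 and D3 minus D0. A difference between the genotypes was tested as an interaction, the change in IRAT109 minus the change in ZS97, with the same thresholds. Errors given after a log2 change are standard errors of this model. Genes are named by the symbols of the array annotation, which gives 1 symbol for 22436 probe sets, several for 95 and none for the rest. The 29 gene lists with at least 5 probe sets were compared with the other probe sets by camera with a preset correlation of 0.01 between genes, and again with an estimated correlation. Members of a list are counted by the mean change unless a stage or a responsive set is named, and a member can be called at 1 stage without it. The counts of called members were the same when adjusted over the list alone as over all probe sets. The number of arrays limits the precision, and a sequence difference under the probes can lower the signal of 1 genotype.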

Because the two rice genotypes showed distinct responses to drought stresses, we further analyzed the whole genome expression profiles of the two genotypes under normal cultivation and different degrees of drought stress conditions. Drought stress was monitored based on morphological phenotypes (leaf-rolling status) and relative water content (RWC) of leaves. To assess the quality of the gene chip experiment, three preliminary tests were conducted. First, 2000 genes with the highest expression coefficient of variation among all genes in the 16 arrays were selected and used to analyze the correlation coefficient between biological replicates. All eight correlation coefficients between biological replicates were greater than 0.99, indicating high quality of the sample preparation and gene chip hybridization (Figure S1). 

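Replicate arrays of flag leaves differed little in the genes that varied most, whether the leaves were well watered or wilted. Across the 2000 probe sets with the largest coefficient of variation over the 16 arrays, Pearson correlations between the replicates of the 8 groups lay between 0.994 and 0.996. Unstressed and droughted leaves of 1 genotype were less alike, with correlations of D0 with D1, D2 or D3 between 0.46 and 0.70. IRAT109 and ZS97 at the same stage correlated between 0.15 and 0.41 over these probe sets. The probe sets were chosen for their variation over the same 16 arrays of both genotypes and all stages. Low correlations between stages and between genotypes are therefore partly built in and do not describe the leaves as a whole. These are correlations across genes, which are not independent replicates, on intensities after the log2 transformation. RAB21 (LOC4350454), a dehydrin gene, had an intensity of 58.9 ± 6.65 (SD, n = 2) at D0 and 33199 ± 545 (SD, n = 2) at D3 in IRAT109.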

Second, we checked the expression levels of many previously reported drought-responsive genes, including *OsBURP03*, which encodes an RD22-like protein and is induced by drought stress [21]. All of them were upregulated in this experiment, suggesting that the drought treatment was successful. 

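OsBURP03 (BURP3, LOC4324159) rose by 3.68 ± 0.054 on the log2 scale in IRAT109, a 12.8-fold mean change (adjusted p = 3.48e-14). In ZS97 it rose by 3.62 ± 0.054 (adjusted p = 3.64e-14). Among called probe sets with a named gene, the largest rises belonged to dehydrins, which protect proteins and membranes as cells lose water. RAB21 rose by 8.38 ± 0.051 in IRAT109 and by 7.95 ± 0.051 in ZS97, and RAB16B (LOC4350453) by 7.90 and 7.49. Of 11 probe sets for LEA proteins and dehydrins, 8 were upregulated and 0 downregulated in each genotype. Against the other probe sets this list moved up at an adjusted p of 1.25e-08 in IRAT109 and 1.95e-10 in ZS97. With an estimated correlation the adjusted p was 0.0303 and 0.0166. OsbZIP23, a transcription factor of the abscisic acid response, rose by 1.85 and 1.49 in IRAT109 and ZS97, and DREB1A, a dehydration-responsive factor, by 2.26 and 2.11. P5CS1, an enzyme of proline synthesis, rose by 1.39 ± 0.047 and 1.28 ± 0.047. Of 8 BURP probe sets, OsBURP03 included, 2 were upregulated and 1 downregulated in IRAT109, and 1 and 1 in ZS97 (adjusted p of the list 0.223 and 0.959). From the induction of reported drought genes the paper proposes that the drought treatment was successful.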

Finally, we confirmed the gene chip data byreal-time PCR analysis of 36 genes. Except for minor differences for three genes, the results obtained by the two methods were highly consistent for the other 33 genes (Figure S1). 

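The array signal of LOC_Os02g54254, annotated as a saccharopine dehydrogenase, an enzyme of lysine breakdown, rose by 2.09 ± 0.088 at D1 and by 3.30 at D2 in ZS97 (adjusted p = 1.03e-11 at D2). Its D2 difference from D0 in IRAT109 was 0.03 ± 0.088 (adjusted p = 0.831). LOC_Os03g38800, annotated as an AAA family ATPase, fell by 2.67 ± 0.11 at D2 in IRAT109 against -0.15 in ZS97, which was not called. LOC_Os02g53200, a glucan endo-1,3-beta-glucosidase that cuts cell wall callose, fell by 1.65 ± 0.099 at D2 in ZS97 (adjusted p = 2.17e-08). LOC_Os09g14450, annotated as a pollen signaling protein, fell by 1.94 ± 0.11 at D2 in IRAT109. These values come from the 17 loci of Table 3 that could be paired with a probe set of Table S4 by their annotation. The real-time PCR values themselves were not analysed here.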

Considering that the primers for real-time PCR are gene specific, the variation of three genes generated by the two methods was likely due to cross-hybridization in the gene chip experiment. Collectively, these results indicated that the microarray experimental data were of high quality.

We first compared the total number of drought-responsive genes between the two genotypes. In IRAT109, 2855 and 2754 genes were upregulated and downregulated, respectively, and in ZS97, 2740 and 2695 genes were upregulated and downregulated by the drought stress. 

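Drought raised a sugar exporter gene and lowered a metallothionein gene in both genotypes. SWEET15 (LOC4329464), a sugar exporter of leaves and seeds, rose from an intensity of 5.2 ± 0.99 at D0 to 587 ± 36.4 at D3 in IRAT109 and from 6.6 ± 2.12 to 981 ± 40.7 in ZS97 (SD, n = 2 each; adjusted p of the mean change 1.26e-12 and 1.05e-12). Its D0 signal lies below the constant of 16, which therefore sets the size of its log2 change. MT2B (LOC4326409), a metallothionein, fell by 4.10 ± 0.10 in IRAT109 and by 4.29 ± 0.10 in ZS97 (adjusted p = 2.67e-12). Its intensity at D0 in IRAT109 was 16576 ± 560.2 (SD, n = 2), among the brightest on the array. In IRAT109, 2420 probe sets were upregulated and 3099 downregulated at 1 or more of the 3 stages. In ZS97, 2697 were upregulated and 2643 downregulated. The order of rises and falls turned in IRAT109 with no fold threshold (13116 and 12164), and in ZS97 with a constant of 64 (1805 and 1941), with a fold over 4 (734 and 803) and under quantile normalization (2535 and 2697). In each genotype 2 probe sets were called in opposite directions at different stages and count on both sides.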

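HOX24 (LOC4330155), a homeodomain transcription factor of the dehydration response, rose by 4.25 ± 0.11 in IRAT109 and 4.30 ± 0.11 in ZS97. Lsi6 (LOC4340558), which unloads silicon from the xylem of leaves, changed by -4.92 ± 0.063 and -3.85 ± 0.063. Mean drought changes of IRAT109 and ZS97 correlated at 0.77 across all probe sets and at 0.81 across those called in either genotype. Genes are not independent replicates, and each genotype was compared with its own D0 arrays. A response in the opposite direction was rare. In all, 33 probe sets were upregulated in IRAT109 and downregulated in ZS97 and 50 the other way round, and 82 of them had an interaction call. The interaction was called at 1 or more stages for 3171 probe sets.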

Although most of the drought-responsive genes were the same in the two genotypes, a significant proportion of the genes showed differential responses between the two genotypes. 

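Some genes of diterpenoid phytoalexin synthesis, which makes antimicrobial compounds, were called in ZS97 alone, and others fell in both genotypes. CPS2 (LOC9266189), the cyclase that starts the phytocassane branch, fell by 3.37 ± 0.15 in ZS97 and was not called at any stage in IRAT109, with an interaction of 3.22 ± 0.21 (adjusted p = 2.68e-07). The P450 genes CYP71Z6 and CYP701A8 fell by 3.96 and 3.18 in ZS97 and were not called in IRAT109, with interactions of 4.04 and 3.21. CYP99A2 changed by -3.58 in IRAT109 and -2.97 in ZS97, and CYP71Z7 by -1.94 and -3.10. The pathway as a whole was not tested. DXPS (LOC4342614), which feeds the plastid isoprenoid pathway, fell by 3.06 ± 0.075 in ZS97 only (interaction 3.04). In IRAT109 the chitinase Cht4 and the serine acetyltransferase SAT1 rose by 3.68 and 3.26, with interactions of 3.34 and 3.17. WRKY62 and WRKY76, which restrain defence genes, fell by 3.32 and 2.98 in IRAT109 (interactions -3.12 and -3.47). The phosphate transporter gene Pht1;8 fell by 3.17 in IRAT109, but its intensity in ZS97 was 13.4 ± 5.09 (SD, n = 2) at D0, too dim to show a fall. Of 885 probe sets upregulated in IRAT109 and not in ZS97, the interaction was called for 365, and of 1218 downregulated ones for 565. For ZS97 the counts were 541 of 1162 upregulated and 376 of 762 downregulated probe sets.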

There were 1224 and 1021 genes that were upregulated and downregulated, respectively, only in IRAT109, and 1109 and 962 genes that were upregulated and downregulated only in ZS97. There were 1630 and 1733 genes that showed induced and repressed expression, respectively, in both genotypes (Figure 2A).

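Genes for 2 water channels and for a phosphatase of hormone signaling were called in the same direction in upland and paddy leaves. PIP1;3 (LOC4331194), a plasma membrane aquaporin, fell by 2.83 ± 0.074 in IRAT109 and 2.94 ± 0.074 in ZS97, while PIP2;6 rose by 1.93 and 2.36. Of 31 aquaporin probe sets 5 were downregulated and 1 upregulated in IRAT109, and 12 and 2 in ZS97. PP2C51, a phosphatase of the abscisic acid pathway, rose by 4.07 ± 0.066 and 4.53 ± 0.066. Of 74 probe sets of its family 10 were upregulated and 7 downregulated in IRAT109 and 9 and 6 in ZS97 (adjusted p = 0.807 and 0.898), with medians of -0.03 and -0.09 and means of 0.10 and 0.11. Upregulated probe sets shared by the genotypes numbered 1535 and downregulated ones 1881. Lists of these sizes drawn independently would share 114 and 143. The shared probe sets made up 63.4% of the upregulated list of IRAT109 and 56.9% of that of ZS97, and 60.7% and 71.2% of the downregulated lists. A probe set shared by both lists can still differ in size, and the interaction was called for 450 of the upregulated and 503 of the downregulated ones.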

We then compared the responsive genes in the three samples with different degrees of drought stress (D1 to D3). 

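In IRAT109 the dehydrin gene RAB16B stood 7.31 above D0 on the log2 scale at D1 and 8.74 above it at D3, with a standard error of 0.073. In ZS97 it stood 6.87 above D0 at D1 and 8.07 at D3. Probe sets upregulated against D0 numbered 1649 at D1, 1715 at D2 and 1963 at D3 in IRAT109. In ZS97 they numbered 1419 at D1, 2026 at D2 and 2429 at D3. With a fold over 4 the order of the genotypes at D1 turned (376 in IRAT109 and 391 in ZS97), and with no fold threshold that at D2 did (9900 and 9868). Isocitrate lyase (ICL, LOC4343441), an enzyme that turns fatty acids into sugar, was not called at D1 in IRAT109 (0.71 ± 0.11) and stood 5.11 above D0 at D1 in ZS97.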

The numbers of upregulated genes were 2,095, 2,080 and 2,150 in IRAT109 at D1, D2 and D3, respectively, and 1,911, 2,144 and 2,176 in ZS97. 

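A gene for an ammonium transporter, which carries nitrogen into cells, was repressed from D1 on in both genotypes. AMT3;2 (LOC4334717) changed by -4.43 ± 0.11 at D1 and -4.48 at D3 in IRAT109. In ZS97 it changed by -2.53 ± 0.11 at D1 and -4.15 at D3. Downregulated probe sets numbered 1940 at D1, 2485 at D2 and 2740 at D3 in IRAT109, and 1705, 2140 and 2388 in ZS97.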

The numbers of downregulated genes were 2144, 2162 and 2180 in IRAT109 at D1, D2 and D3 and 2130, 2192 and 2,156 in ZS97. There were 1470 and 1,441 genes upregulated and 1,627 and 1,644 genes downregulated at all three stress stages in IRAT109 and ZS97, respectively (Figure 2B). 

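OsBURP03 and a protein phosphatase of hormone signaling were upregulated at every stage in both genotypes. OsBURP03 stood 3.23, 3.56 and 4.26 above D0 at D1, D2 and D3 in IRAT109 (standard error 0.066). PP2C68, a phosphatase that restrains abscisic acid signaling, stood 2.50, 2.57 and 2.65 above D0 in ZS97 (standard error 0.084). Probe sets upregulated at all 3 stages numbered 1236 in IRAT109 and 1222 in ZS97, and those downregulated at all 3 numbered 1740 and 1509. The 3 stages of a genotype share its 2 D0 arrays. In 20 simulated data sets without any change and with shared controls, 0 probe sets were called at all 3 stages, and independent lists of the observed sizes would share 1.69 upregulated and 4.01 downregulated probe sets in IRAT109 and 2.12 and 2.65 in ZS97. Changes at D1 and D3 correlated at 0.92 in IRAT109 and 0.91 in ZS97, against 0.50 in simulated data without change, with covariances of 0.34 and 0.32 against 0.0040. The simulated data sets share their controls too, so the excess over them argues against random array noise at D0 as its source. A deviation common to both D0 arrays was not simulated and stays open.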

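At D1 the small heat shock gene HSP26.7 (LOC4332237), a chloroplast chaperone, was 2.40 ± 0.10 above a dim D0 (intensity 15.7 ± 2.05, SD, n = 2) in IRAT109 and 0.05 ± 0.10 above D0 in ZS97, with an interaction of 2.34 (adjusted p = 2.23e-07). The chitinase Cht4, which cuts fungal cell walls, stood 3.26 above D0 in IRAT109 and 0.20 in ZS97 (interaction 3.05 ± 0.30). Genes with the larger D1 response in ZS97 included MS, a malate synthase that works with isocitrate lyase, at 2.07 in IRAT109 and 4.46 in ZS97 (interaction -2.40 ± 0.13). The interaction at D1 was called for 1635 probe sets, of which 724 were higher in IRAT109.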

The number of upregulated genes was obviously higher in IRAT109 than in ZS97 under slight drought conditions (D1). The number of genes showing significantly different expression changes between D1 and D2 was higher in ZS97 (580 genes) than in IRAT109 (159 genes). This result implies that the upland genotype may respond to early drought stress more efficiently than the paddy genotype by upregulating more stress-related genes. In addition, the number of genes showing significantly different expression changes between D2 and D3 was lower in ZS97 (194 genes) than in IRAT109 (537 genes), which implies that the upland rice may have more genes that maintain strong induction or more genes that are induced at the severe stress stage (Figure 2C).

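In ZS97 the step from D1 to D2 raised a salt-induced and a jasmonate gene and lowered a gene of chlorophyll synthesis and one of cytokinin signaling. The salt-induced lectin salT (LOC4326471) rose by 4.29 ± 0.17 between D1 and D2 (adjusted p = 1.97e-08), ICL by 2.16 ± 0.11 and the jasmonate repressor JAZ11 by 2.01 ± 0.076. The response regulator RR9, induced by cytokinin, fell by 1.77 ± 0.089, and PORA, which makes chlorophyllide, fell by 1.42 ± 0.096. In IRAT109 the same step was -0.37 for RR9 and 0.35 for salT, neither called, and catalase CatA fell by 1.35 ± 0.065. HSP26.7 rose by 2.14 ± 0.10 there. Between D1 and D2, 411 probe sets changed in ZS97 (265 up and 146 down) and 77 in IRAT109 (11 up and 66 down). Without ZS97 D1 replicate 2 the 146 became 226, and without IRAT109 D1 replicate 2 or D2 replicate 2 the 11 became 6 or 7. The step itself differed between the genotypes for 471 probe sets. Its signed value, where a rise is higher than a fall, was higher in ZS97 for 383 and in IRAT109 for 88. Over the 7359 probe sets responsive in either genotype, the median absolute step was 0.24 in ZS97 and 0.16 in IRAT109.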

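Seed-type protective genes were already raised at D1 in both genotypes. Of the 11 probe sets for LEA proteins and dehydrins, 7 were upregulated at D1 in IRAT109 and 8 in ZS97 (adjusted p of the list 9.93e-08 and 1.93e-10; 0.0517 and 0.0257 with an estimated correlation). Of 37 heat shock protein probe sets, which refold damaged proteins, 8 were upregulated and 5 downregulated at D1 in IRAT109 and 3 and 6 in ZS97, with list medians of 0.07 and -0.10 (adjusted p = 0.211 and 0.479). From the D1 counts and the smaller step to D2, the paper proposes that the upland genotype responds to early drought more efficiently by upregulating more stress-related genes.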

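In IRAT109 the step from D2 to D3 raised a glyoxylate cycle gene and a gene of chlorophyll breakdown and lowered 2 cytokinin regulators. ICL rose by 2.32 ± 0.11 from D2 to D3 in IRAT109 (adjusted p = 8.18e-08) with a step of -0.14 in ZS97. SGR (LOC4347672), which starts chlorophyll breakdown, rose by 1.79 ± 0.12 in IRAT109 with a step of -0.18 in ZS97. P5CS2 and the plasma membrane protein gene PM19L1, which is tied to dormancy and dehydration, rose by 1.80 and 1.97 in IRAT109. RR9 and RR4 fell by 2.23 ± 0.089 and 2.01 ± 0.089. In ZS97 the same step raised SWEET15 by 1.24 ± 0.11 and the dehydrin RAB16D by 1.24 ± 0.063. Between D2 and D3, 360 probe sets changed in IRAT109 (268 up and 92 down) and 131 in ZS97 (81 up and 50 down). The step differed between the genotypes for 407 probe sets. Its signed value was higher in IRAT109 for 291 of them and in ZS97 for 116. From this difference the paper proposes that upland rice has more genes that keep a strong induction, or are induced, at the severe stage.

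**Figure D1:**
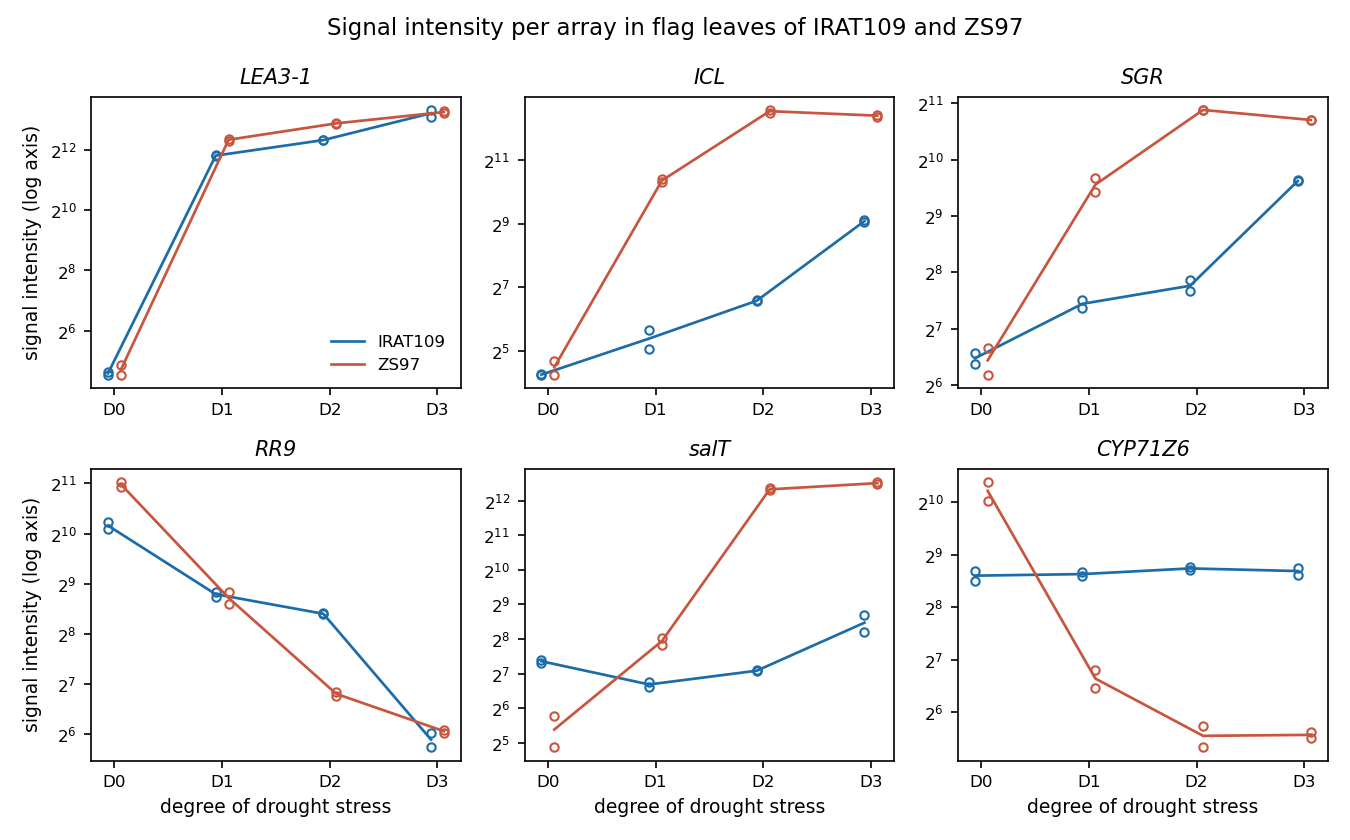
Signal intensity of 6 genes on each array (circles, log axis) with the mean of 2 replicates (lines), by degree of drought stress in IRAT109 (blue) and ZS97 (red). ICL, SGR and salT are higher in ZS97 than in IRAT109 at D1, D2 and D3, RR9 falls further in ZS97 by D2, LEA3-1 rises in both and CYP71Z6 falls only in ZS97, where its interaction was called. The 6 genes were chosen for the drawing after their values were seen.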

GO analysis was performed for upregulated and downregulated genes (Table 2). 

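The small subunit gene of the carbon-fixing enzyme Rubisco was lowered in both genotypes, and 2 proline synthesis genes were raised at some of their probe sets. Of 9 probe sets for Calvin cycle enzymes, which fix carbon dioxide, 1 was downregulated in IRAT109 and 4 in ZS97, with list medians of -0.50 and -0.98. The list moved down at an adjusted p of 1.84e-04 and 1.64e-06, and of 0.0303 and 0.0166 with an estimated correlation. These probe sets stand for 3 genes, too few for a test with 1 probe set per gene. The small subunit gene rbcS fell by 1.23 ± 0.14 in IRAT109 and 1.63 ± 0.14 in ZS97. The 5 photosystem subunit probe sets had medians of -0.49 and -0.55, with an adjusted p of 0.17 in IRAT109 and 0.017 in ZS97 (0.154 with an estimated correlation, and also lost with the filter on dim probe sets). Of 5 proline metabolism probe sets, from 2 genes, 2 were upregulated in each genotype, and the others were not called at any stage. The list had medians of 0.02 in IRAT109 and 0.38 in ZS97. Its adjusted p was 0.17 in IRAT109 and 0.017 in ZS97 (0.104 with an estimated correlation). P5CS2, the second proline synthesis gene, rose by 1.26 and 2.83. Of 10 probe sets for raffinose and trehalose synthesis, sugars that protect dry cells, 1 was upregulated and 1 downregulated in IRAT109 and 0 and 1 in ZS97 (adjusted p = 0.223 and 0.214). Of 11 receptor kinase probe sets 2 were downregulated in each genotype and none upregulated (adjusted p = 0.223 and 0.104). Gene ontology terms were not analysed here, and the lists were made from gene symbols.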

The results indicated that genes related to stress, external stimuli, embryonic development and the carbohydrate metabolic process were upregulated, whereas genes related to photosynthesis, cell differentiation, the phosphorus metabolic process and the reproductive process were downregulated by drought in both ZS97 and IRAT109. For example, nine of 12 genes related to the response to water stress were induced, and nine of 16 genes related to photosynthesis (light-harvesting) were repressed by drought stress in both ZS97 and IRAT109. 

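CAB2R (LOC4324599), a chlorophyll a/b-binding protein of the light-harvesting antenna, fell by 1.07 ± 0.071 in IRAT109 (adjusted p = 3.94e-08) and by 2.04 ± 0.071 in ZS97 (adjusted p = 7.22e-11). RCABP69, a second antenna gene, fell by 1.36 ± 0.045 in IRAT109, and in ZS97 its fall passed the threshold at D2 and D3, with -1.22 ± 0.055 at D3. Of the 4 antenna probe sets with a matching symbol, 3 were downregulated in IRAT109 and 1 in ZS97 by the mean change. In ZS97 0 of the 4 were called at D1 and 4 at D3. The interaction was called for none, with a median difference of 0.10. The list was too small for a test against other genes. Among the water stress genes, LEA3-1 rose by 7.14 ± 0.067 in IRAT109 and 7.44 ± 0.067 in ZS97. Members of the LEA list had a median change of 2.29 in IRAT109 and 2.37 in ZS97.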

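The florigen gene Hd3a (LOC4340185), which moves from leaf to shoot tip to start flowering, fell by 3.04 ± 0.089 in IRAT109 and by 4.60 ± 0.089 in ZS97, with an interaction of 1.56 (adjusted p = 1.61e-06). GHD8, a regulator of heading date and grain number, fell by 2.56 ± 0.062 in IRAT109, and its intensity in ZS97 was 15.4 ± 0.141 (SD, n = 2) at D0, too dim to show a fall. The floral identity gene MADS15 rose by 2.45 in IRAT109 and 1.83 in ZS97. MTR1 (LOC4344396), known from anther development, fell by 2.50 ± 0.069 in IRAT109 against -0.77 in ZS97, not called (interaction -1.72). Of 50 flowering and floral identity probe sets, 6 were upregulated and 6 downregulated in IRAT109 and 5 and 4 in ZS97. Neither list moved one way (adjusted p = 0.687 and 0.381), and the difference between the genotypes had an adjusted p of 0.263, but was called with the filter on dim probe sets (mean difference 0.30 in place of 0.09). Of 11 pollen and anther probe sets 1 was upregulated and 1 downregulated in IRAT109, and 1 upregulated in ZS97 (adjusted p = 0.493 and 0.959). All values are from flag leaves, not panicles.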

More genes related to the reproductive process were downregulated by drought in IRAT109 than in ZS97. According to the predicted function of the genes, we speculated that some of these genes may be related to the significantly decreased SPP under drought stress in IRAT109. Interestingly, some genes involved in the degradation of cellular components (e.g., secondary compound metabolic process and nitrogen compound catabolic process) were induced significantly only in ZS97, and some genes categorized in the GO analysis as cell cycle process and transcription were induced significantly only in IRAT109. In addition, some genes related to transport were repressed by drought only in IRAT109. 

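SGR, which starts chlorophyll breakdown, rose in both genotypes and further in ZS97. It rose by 1.65 ± 0.097 in IRAT109 and 3.72 ± 0.097 in ZS97, with an interaction of -2.08 (adjusted p = 2.66e-07). NOL, a chlorophyll b reductase, rose by 1.70 ± 0.058 in ZS97 against 0.60 in IRAT109, not called. The glyoxylate cycle genes ICL and MS, which recycle lipid carbon, rose by 2.12 and 3.09 in IRAT109 and by 6.51 and 5.44 in ZS97. Of 7 senescence and chlorophyll breakdown probe sets, 2 were upregulated in IRAT109 and 5 in ZS97, and the interaction was called for 4. The list moved up at an adjusted p of 0.0136 in IRAT109 (0.166 with an estimated correlation) and 1.90e-05 in ZS97 (0.0325). Its difference between the genotypes had an adjusted p of 2.08e-06, and 0.0437 with an estimated correlation. With 1 probe set per gene the call within each genotype was lost and that of the difference kept, and the filter on dim probe sets ended the call in IRAT109. Of 36 protease and peptidase probe sets 2 were upregulated and 3 downregulated in IRAT109, and 3 and 3 in ZS97. Their mean was -0.07 in IRAT109 and 0.14 in ZS97 (adjusted p of the difference 0.0356; 0.387 with an estimated correlation). That call was lost under quantile normalization and without ZS97 D0 replicate 2, where the mean difference was -0.17 and -0.18, and with the filter on dim probe sets and 1 probe set per gene. Of 26 autophagy and ubiquitin ligase probe sets none was upregulated in either genotype by the mean change, and 2 and 1 were downregulated, with 1 upregulated at D2 alone in ZS97 (adjusted p of the list on the mean change 0.893 and 0.463). CYCD4;1 (LOC4347313), a cyclin that drives cells into division, rose by 1.75 ± 0.11 in IRAT109 against 0.20 in ZS97, not called (interaction 1.56, or 0.99 and no longer called with a constant of 64). CDKE;1, a kinase of the transcription mediator, rose by 2.54 and 2.43. Of 96 cell cycle and DNA replication probe sets, 4 were upregulated and 5 downregulated in IRAT109 and 3 and 6 in ZS97 (adjusted p = 0.0835 and 0.959). The median difference of the list, IRAT109 minus ZS97, was -0.05 (adjusted p = 0.0487; 0.444 with an estimated correlation). That call was lost under quantile normalization, with the filter, with 1 probe set per gene and in 8 of the 16 fits without 1 array, over which the mean difference ran from -0.12 to -0.07. The 6 histone probe sets, proteins that pack DNA, had medians of 0.29 and 0.11 (adjusted p = 0.0226 in IRAT109 and 0.207 in ZS97; 0.375 and 0.585 with an estimated correlation). With the filter, with 1 probe set per gene and without IRAT109 D0 replicate 1 the histone call in IRAT109 was lost, in the last with a mean of 0.31 in place of 0.38.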

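The ammonium transporter AMT3;3 (LOC4329628) fell by 4.30 ± 0.099 in IRAT109 and by 2.67 ± 0.099 in ZS97, with an interaction of -1.63 (adjusted p = 2.95e-06). The potassium transporter HAK17 (LOC4347211) fell by 3.69 ± 0.089 and 2.33 ± 0.089 (interaction -1.36). VIT2, which stores iron in the vacuole, fell by 4.24 and 3.75. Of 199 transporter probe sets 37 were downregulated and 4 upregulated in IRAT109, and 35 and 4 in ZS97. The list moved down at an adjusted p of 1.84e-04 in IRAT109 and 0.0139 in ZS97 (0.0946 and 0.16 with an estimated correlation), with medians of -0.10 and -0.08, and both calls were lost with 1 probe set per gene. The interaction was called for 12 members with the lower change in IRAT109 and 3 with the higher, and the list difference had an adjusted p of 0.0682, which passed 0.05 in 1 of the 16 fits without 1 array (mean difference from -0.14 to -0.11 over these fits). Of 31 aquaporin probe sets 5 were downregulated and 1 upregulated in IRAT109 and 12 and 2 in ZS97 (adjusted p = 0.0039 and 1.01e-06; 0.377 and 0.133 with an estimated correlation). TIP1;1, a vacuolar water channel, fell by 1.55 and 2.15, and the list difference had an adjusted p of 4.04e-04 (0.387 with an estimated correlation). With 1 probe set per gene the aquaporin call in IRAT109 was lost.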

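Enzymes that cut sugars from cell walls and glycosides fell in both genotypes at some loci. BGLU12 (LOC4336145), a beta-glucosidase, changed by -2.75 ± 0.073 in IRAT109 and -4.43 ± 0.073 in ZS97 (interaction 1.69), and the chitinase Cht11 changed by -1.86 and -3.83 (interaction 1.97). Of 89 glycoside hydrolase probe sets, 11 were upregulated in IRAT109 and 9 in ZS97 by the mean change (adjusted p of the list 0.335 and 0.609). By stage the counts at D1, D2 and D3 were 10, 9 and 13 in IRAT109 and 9, 13 and 15 in ZS97. Among oxidoreductases, the ascorbate peroxidase APX2, which removes hydrogen peroxide, changed by -3.75 ± 0.067 in IRAT109 and -2.13 ± 0.067 in ZS97. Of 34 cytochrome P450 probe sets 4 were upregulated and 8 downregulated in IRAT109 and 2 and 8 in ZS97. This list moved down in ZS97 (adjusted p = 0.00534; 0.0368 with an estimated correlation), and its adjusted p in IRAT109 was 0.0815. CYP99A2, a P450 of momilactone synthesis, fell by 3.58 and 2.97. Of 4 class III peroxidase probe sets 1 was downregulated in each genotype. Of 8 glutathione S-transferase probe sets none was called in IRAT109 and 1 was downregulated in ZS97 by the mean change, and by single stages 1 was responsive in IRAT109 and 3 in ZS97 (adjusted p of the list on the mean change 0.0835 and 0.299).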

The expression levels of more genes with hydrolase activity and oxidoreductase activity were upregulated in ZS97. 

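Germins and other cupins are the sequence family behind the nutrient reservoir term. GER4 (LOC4327911) was the 1 upregulated member in IRAT109, from an intensity of 12.9 ± 1.56 (SD, n = 2) at D0 to 321 ± 37.8 (SD, n = 2) at D3. GER5 (LOC4345763) fell by 2.95 ± 0.16 in ZS97 (interaction 2.20, adjusted p = 1.47e-05), and GER7 fell by 2.68 ± 0.14 and 3.74 ± 0.14 in IRAT109 and ZS97. Of 22 nutrient reservoir probe sets, 1 was upregulated and 4 downregulated in IRAT109 and 0 and 5 in ZS97. The list moved down at an adjusted p of 0.0226 in IRAT109 (0.11 with an estimated correlation) and 0.0057 in ZS97 (0.0424), and the call in IRAT109 was lost with the filter on dim probe sets and with 1 probe set per gene. Its median difference between the genotypes was -0.02 and its mean difference 0.29 (adjusted p = 0.404), and with the filter the mean difference was 0.84 and called. Among hydrolases, the chitinase Cht5 fell by 3.75 ± 0.11 in IRAT109, with an interaction of -3.08 ± 0.15. Downregulated glycoside hydrolase probe sets numbered 15 in IRAT109 and 11 in ZS97, and the list difference had an adjusted p of 0.837.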

More genes with nutrient reservoir activity and nucleic acid binding function were induced, and more genes with hydrolase activity were repressed in IRAT109. Such differences in the number of responsive genes categorized under different GO terms further indicate a potential link between the differential drought responses of the two genotypes and the molecular basis at transcriptional level.

### 2.3. Dynamic Patterns of the Drought-Responsive Genes

We further investigated the dynamic expression changes of the drought-responsive genes during the drought stress development (*i.e.*, from D0 to D3). In IRAT109, 320 drought-responsive genes showed dynamic expression changes (Figure 3). Among them, 170 genes showed gradually decreased expression, whereas 150 genes showed increased expression from D0 to D3. 

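Genes with a gradual rise in IRAT109 included a homeodomain transcription factor and a proline synthesis enzyme. HOX24 stood 3.09, 3.93 and 5.72 above D0 at D1, D2 and D3 (standard error 0.14). P5CS2 stood 0.51, 0.74 and 2.54 above D0. A probe set was counted as dynamic when it was drought-responsive in the genotype, differed over D0 to D3 at an adjusted p under 0.01 in limma's moderated F-test, moved the same way at every step and changed over 2-fold from D1 to D3. In IRAT109, 463 probe sets met these conditions, 8.39% of its drought-responsive probe sets.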

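RR9, which damps the cytokinin signal, had an intensity of 1143 ± 73 (SD, n = 2) at D0 and 59.5 ± 8.49 (SD, n = 2) at D3 in IRAT109. SGR rose over the same span from 89 ± 8.7 to 788 ± 6.65 (SD, n = 2 each). In IRAT109, 245 of the dynamic probe sets increased and 218 decreased from D0 to D3. More decreased than increased with a constant of 1 (335 and 273), under median centring (239 and 224), with no condition on the fold from D1 to D3 (1583 and 1029) and without IRAT109 D1 replicate 2 (254 and 212) or D3 replicate 2.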

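RAB16D (LOC4350451), a dehydrin gene, stood 3.32, 4.96 and 6.20 above D0 at D1, D2 and D3 in ZS97 (standard error 0.063), and in IRAT109 it passed the threshold only at D3 (2.02). Its interaction was called at each stage, with -3.32 at D1 and -4.17 at D3. Under the same conditions as for IRAT109, 592 probe sets were dynamic in ZS97, 11.1% of its drought-responsive probe sets.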

In ZS97, 605 drought-responsive genes showed dynamic expression changes during the drought stress development. Among them, the expression levels of 280 genes were gradually decreased, and 325 genes were increased from D0 to D3. Those genes with increased expression levels included many genes related to improve drought resistance, such as *OsLEA3-1*. 

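An antenna gene and the florigen gene declined step by step in ZS97. CAB2R changed by -2.43 at D2 and -2.88 at D3 (standard error 0.086), and Hd3a changed by -3.37, -4.92 and -5.52 at D1, D2 and D3 (standard error 0.11). JAZ10, a repressor of the jasmonate response, stood 1.76 above D0 at D2 and 2.71 at D3. Of the dynamic probe sets of ZS97, 324 increased and 268 decreased.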

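OsLEA3-1 (LEA19 in the annotation) had an intensity of 26.1 ± 4.31 (SD, n = 2) at D0, 5188 ± 213 at D1, 7566 ± 149 at D2 and 9821 ± 278 at D3 in ZS97. Most of this rise lay between D0 and D1, and the later steps of 0.54 and 0.38 on the log2 scale were below the 2-fold threshold. In IRAT109 the steps after D1 were 0.52 and 0.89, and the probe set met the conditions for a dynamic change there. Without IRAT109 D3 replicate 2 the later of these steps was 1.00, just past the threshold. SWEET15, the sugar exporter, met them in both genotypes. PP2C59, another phosphatase of the abscisic acid pathway, stood 1.89, 3.02 and 3.61 above D0 in ZS97.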

The relative yield of rice plants overexpressing *OsLEA3-1* was significant higher than that of wild-type rice plants [22]. The majority of the genes with gradually increased expression were attributed to the GO terms response to water stress in ZS97 and RNA biosynthetic and metabolic processes in IRAT109. 

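Dehydrins and chaperones were overrepresented among the genes that rose step by step in ZS97. Of the 11 LEA and dehydrin probe sets, 7 increased dynamically in ZS97 (odds ratio 314, adjusted p = 6.44e-12, 2-sided Fisher's exact test) and 5 in IRAT109 (odds ratio 197, adjusted p = 3.57e-08). Of 37 heat shock protein probe sets, 7 increased dynamically in ZS97 (adjusted p = 5.90e-08) and 2 in IRAT109 (adjusted p = 0.0978). The senescence list held 2 dynamic increases in IRAT109 (adjusted p = 0.00795), and 4 of 74 protein phosphatase 2C probe sets increased in ZS97 (adjusted p = 0.0139). These are adjusted over 116 tests of lists, genotypes and directions, against all other probe sets. A dynamic probe set must first be drought-responsive, so part of an excess can come from a list that responds more often. An excess among responsive probe sets alone was not tested. Fisher's test also takes probe sets as independent, but the 11 LEA probe sets stand for 8 genes and the 37 heat shock ones for 25. Members of a list can move together as well, so these adjusted p can be too small. Among the transcription factor lists, 1 heat stress factor and none of the WRKY and NAC factors increased dynamically in IRAT109. The RNA synthesis term was not analysed here.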

The expression levels of most genes related to transport and transmembrane transport were gradually decreased in ZS97 during the drought stress.

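HAK17 changed by -1.39, -2.54 and -3.07 at D1, D2 and D3 in ZS97 (standard error 0.11), and AMT3;2 also met the conditions for a dynamic fall there. Of 199 transporter probe sets, 50 were drought-responsive in ZS97, and of these 8 decreased and 3 increased dynamically. The decreases exceeded the share among other probe sets, responsive or not (odds ratio 9.17, adjusted p = 1.45e-04, 2-sided Fisher's exact test). Part of that excess can come from how often transporters respond. The test takes the 199 probe sets, which stand for 153 genes, as independent, so its adjusted p can be too small. In IRAT109, 3 decreased and 1 increased of 51 responsive ones (adjusted p of the decreases 0.231). Of 31 aquaporin probe sets 3 decreased dynamically in ZS97 (adjusted p = 0.00795) and 2 in IRAT109 (adjusted p = 0.0655). The difference between the genotypes in these counts was not tested.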

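Elongation factor genes of translation varied little over the drought. Elongation factor 1-alpha (LOC_Os03g08020) varied by 2.5% (coefficient of variation of the linear intensity over the 16 arrays), elongation factor 2 by 4.86% and profilin-2 (LOC_Os06g05880), an actin-binding protein, by 5.91%. The largest change of profilin-2 from D0 at any stage in either genotype was 0.29 on the log2 scale. No drought call was made for 50022 of the 57381 probe sets, or 87.2%, at any stage in either genotype. A probe set without a call is not shown to be unchanged. Of the 24 genes of Table S2, 22 were never called.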

In our dataset, the expression levels of about 90% of genes were stable in both IRAT109 and ZS97 at different degrees of drought stress, including the 19 genes that have been proven to have uniform expression based on the microarray data of 31 tissues or organs [23]. To further investigate the stability of the 19 genes and five internal control genes (*i.e.*, actin-1, ubiquitin fusion protein, elongation factor1-alpha, tubulin beta-6 chain and GAPDH) referred to in many reports [7,24] under different abiotic stresses, we checked them in the published microarray datasets [25] and several unpublished datasets for different abiotic stress treatments, including cold for different varieties, heat and drought. The coefficient of variation of all five internal control genes was higher than 20%. Among the 19 suggested constitutive genes, nine showed highly stable expression under different abiotic stress conditions and their coefficient of variation was less than 20% (Table S2). These results provided more options for selecting internal control genes in quantitative expression analyses of genes under drought stress in rice.

### 2.4. Differentially Expressed Genes in the Intervals of Drought Resistance-Related QTL

Because genetic analysis of drought resistance at the reproductive stage has been conducted in the RIL population derived from the two genotypes ZS97 and IRAT109 [8,17], we further investigated the genomic distribution of the drought-responsive genes and their locations associated with the drought-resistance QTL detected in the population. There were a total of 4,316 genes differentially expressed between ZS97 and IRAT109 under drought stress. These genes were used for genomic distribution analysis basing on the TIGR 6.1. 

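Hormone genes were among those called in 1 genotype alone. ZEP (LOC4335984), a zeaxanthin epoxidase that leads to abscisic acid, fell by 2.07 ± 0.050 in IRAT109 and was not called at any stage in ZS97 (interaction -1.59 ± 0.071, adjusted p = 8.59e-09). It is the 1 probe set of the abscisic acid synthesis list. JAZ10 rose by 1.52 ± 0.11 in ZS97 and was not called in IRAT109 (interaction -1.45). The interaction was called for 41.2% of the probe sets upregulated in IRAT109 alone and 46.4% of those downregulated there alone, and for 46.6% and 49.3% of those of ZS97. A call in 1 genotype and not the other is not by itself a difference between them.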

In the genomic regions of 17 QTL, the number of all ORFs, containing responsive and no-responsive under drought stress, in one QTL interval ranged from 139 to 653 (Table S3). However, only 213 differentially expressed genes were located in the 17 QTL intervals, and 92 of them were upregulated and 121 of them were downregulated by drought stress (Table S4). 

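LOC_Os05g37450, a starch binding domain protein in the interval list, rose by 1.38 ± 0.083 at D2 in ZS97 against -0.09 in IRAT109. LOC_Os12g08260, a dehydrogenase E1 component of central carbon metabolism, rose by 1.44 ± 0.100 at D1 in IRAT109. All 213 probe sets of Table S4 are on the array, and 194 were called for drought here. In IRAT109 49 were upregulated and 67 downregulated, and in ZS97 41 and 60. Over either genotype 84 were upregulated and 111 downregulated. Of the 194, 171 were called in 1 genotype only, and the interaction was called for 107 of these. The share called was 54.5% in IRAT109 and 47.4% in ZS97, against 9.45% and 9.16% of the other probe sets (2-sided Fisher's exact test, odds ratio 11.5 with p = 7.84e-61 and 8.94 with p = 3.72e-47). The study chose this list on these arrays, so the excess is not independent evidence.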

The number of drought-responsive genes ranged from 3 to 28 in each QTL interval (Table S3).

To investigate the function of these 213 differentially expressed genes located in the intervals of the 17 QTL, GO analysis was performed. The result indicated the enrichment of genes involved in biological processes (*i.e.*, response to stimuli [response to endogenous stimulus and response to biotic stimulus], growth [flower development] and cell communication [signal transduction]) and genes involved in molecular functions (*i.e.*, nucleotide binding [purine nucleoside binding, adenyl nucleotide binding and ribonucleotide binding], carbohydrate binding, kinase activity [transferase activity, protein tyrosine kinase activity and protein serine/threonine kinase activity]). Protein kinases are involved in many biological processes, including responses to stress. Among these 213 genes, 25 are predicted to be putative kinases, including receptor kinases and two wall-associated kinases (OsWAK29 and OsWAK10d). For example, OsSIK1, a recently identified receptor-like kinase that confers drought and salt tolerance in rice through activation of the antioxidative system [26], showed upregulation in the upland rice IRAT109. They may play an important role in receiving and transducing exoteric drought signals and the regulation of expression level or activity of downstream genes.

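More kinases of the interval list were downregulated than upregulated. The annotation column of Table S4 names a kinase for 18 of the 213 probe sets, and 14 of them were called for drought. In IRAT109 2 were upregulated and 8 downregulated, and in ZS97 0 and 5. The interaction was called for 7. One of the 18, LOC_Os04g52640, an SHR5-type receptor-like kinase, a family of plasma membrane signal receptors, had a D2 difference from D0 of -0.89 ± 0.080 in IRAT109 and -0.10 ± 0.080 in ZS97, neither called. The wall-associated kinase gene OsWAK29 fell by 2.31 ± 0.074 in IRAT109 (adjusted p = 3.43e-11), and its intensity in ZS97 was 6.4 ± 1.84 (SD, n = 2) at D0, too dim to show a fall. OsWAK10d had a mean change of -0.94 ± 0.078 in IRAT109, below the threshold, where it was called at D2 alone (-1.04 ± 0.095; not called with a constant of 64, under quantile normalization or without IRAT109 D0 replicate 1 or D2 replicate 2), and of -1.11 ± 0.078 in ZS97, which was called but not with a constant of 64 (-0.95) or without ZS97 D0 replicate 2 (-0.98). The classification by annotation word is not the one behind the paper's count.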

### 2.5. Differential Expression Patterns of Drought-Responsive Genes in the QTL Intervals

To verify the differential gene expression patterns, 36 drought-responsive genes located in 14 QTL intervals were selected for real-time PCR analysis using the same stressed samples of the two genotypes as used for the gene chip analysis (Table S1). This analysis also served as a quality check of the gene chip experiment, as described above. The number of selected genes distributed in each QTL interval ranged from one to three, and all of them showed differential expression between ZS97 and IRAT109, based on the gene chip results (Table S1). 

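The glucan endo-1,3-beta-glucosidase LOC_Os02g53200 had an interaction of 1.91 ± 0.14 at D2 (adjusted p = 7.92e-07) and the saccharopine dehydrogenase LOC_Os02g54254 one of -3.27 ± 0.12 (adjusted p = 3.14e-09). At D0 the intensity of LOC_Os02g53200 was lower in IRAT109 than in ZS97, with a difference of -1.39 ± 0.099, and that of LOC_Os03g38800 higher, with 1.44 ± 0.11. Of the 17 paired loci, 8 were called for drought at D1 or D2 in IRAT109 only, 7 in ZS97 only and 0 in both. The interaction at D1 or D2 was called for 12, and the difference between the genotypes at D0 for 11. The loci were chosen by the study on these arrays. A difference at D0 can also come from sequence under the probes.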

We also included 14 pairs of NILs of the QTL in the real-time PCR analysis to compare the gene expression patterns between the parental genotypes and the NILs. Each pair of NILs refers to the ZS97 (NIL-ZS) and IRAT109 (NIL-IR) genotypes for the target QTL interval. The 14 pairs of NILs showed a significant difference in at least one trait under normal or drought stress conditions [18].

Under normal conditions (D0), 29 of the 36 genes were differently expressed between the two parents, whereas 17 of the 29 genes had equivalent expression level between the paired NILs corresponding to the QTL intervals in which the analyzed genes were located (Figure 4, Table 3). The expression level of one gene (*LOC_Os04g08280*) was higher in ZS97 than in IRAT109, but lower in the NIL-ZS than in NIL-IR. Among the seven genes with equivalent expression levels between the two parents, three genes were differently expressed between the corresponding NIL pairs. These results suggest that more than half of the analyzed genes had different expression patterns in the NIL background compared to the patterns in the two parents under normal growth conditions.

Under drought stress conditions, the 36 genes can be divided into four groups based on differences in the drought-responsive trend between the parent line and the corresponding NIL (Figure 4, Table 3). In the first group (eight genes), the responsive trend was different both between ZS97 and NIL-ZS and between IRA109 and NIL-IR. In the second group (seven genes), the responsive trend of the ZS97 allele differed between ZS97 and NIL-ZS, but the responsive trend of the IRAT109 allele was the same between IRAT109 and NIL-IR. In the third group (seven genes), the case was opposite that in the second group (same responsive trend between ZS97 and NIL-ZS, but different between IRAT109 and NIL-IR). The fourth group included 14 genes. Among them, 11 genes showed similar responsive trends to drought between both the parents and between the paired NILs; two genes (*LOC_Os03g03790* and *LOC_Os12g39360*) were downregulated and nine genes were upregulated by drought. However, the relative expression levels of these genes were significantly different under normal conditions or their fold-change values under drought stress were significantly different between the parents or between the paired NILs. The other three genes of the fourth group showed a similar trend between each parent and the corresponding NIL, but their responsive patterns were reversed between the parents or between the paired NILs. Among them, one gene (*LOC_Os02g53200*) was downregulated in ZS97 and NIL-ZS, but was upregulated in IRAT109 and NIL-IR by drought, and two genes had no significant change in ZS97 and NIL-ZS, but were induced after drought stress. These results suggested that most of the analyzed genes had a different drought-responsive trend or amplitude in the NIL background compared to the parent, even though the genotypes of the target intervals in which the analyzed genes were located are the same, suggesting that genetic background has a great effect on the expression of drought-responsive genes.

The 36 genes can be also divided into four groups based on their responsive trend to drought between the two parents and/or between the paired NILs (Figure 4, Table 3). The first group (11 genes) showed the same responsive trend both between ZS97 and IRAT109 and between NIL-ZS and NIL-IR. In the second group (eight genes), the responsive trend was different between ZS97 and IRAT109, but was the same between NIL-ZS and NIL-IR. The third group (nine genes) showed different responsive trend between NIL-ZS and NIL-IR and between ZS97 and IRAT109. The fourth group (eight genes) showed the same responsive trend between ZS97 and IRAT109, but different responsive trend between NIL-ZS and NIL-IR. These results indicated that most of the genes with different drought-responsive patterns between the parents had their responsive patterns changed in the paired NILs, further illustrating the great effect that genetic background has on the expression of drought-responsive genes.

### 2.6. Discussion

#### 2.6.1. Mechanism of Drought Resistance at the Reproductive Stage

The relative GY was higher in IRAT109 than in ZS97, which may lead to a conclusion that IRAT109 is more drought-resistant than ZS97. However, both ZS97 and IRAT109 have drought-responsive traits. In IRAT109, the detached leaves had a significantly lower rate of water loss and REC compared to those of ZS97. The IRAT109 leaves rolled faster upon drought stress, which may allow less water loss at the early stage of drought stress. These results indicate that IRAT109 has stronger water-retention ability than ZS97. In addition, the RVT was higher in IRAT109 than ZS97 under both normal and drought condition, which implies that much more water potentially can be taken up by IRAT109 than by ZS97. The relative value of SPP was lower, but RVT and biomass values [17] were higher in IRAT109 than in ZS97. 

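At D1, before most later changes, the florigen gene Hd3a had fallen by 2.88 ± 0.11 in IRAT109 and 3.37 ± 0.11 in ZS97. The cyclin CYCD4;1 had risen by 1.66 ± 0.14 in IRAT109 and stood at 0.02 ± 0.14 in ZS97, not called. CDKE;1 had risen by 2.42 in IRAT109 and 1.99 in ZS97, and the kinesin gene KIN7C, a motor of dividing cells, had fallen by 1.54 and 1.26. Of the 50 flowering and floral identity probe sets, 7 were downregulated at D1, 5 at D2 and 7 at D3 in IRAT109, and 4 at each stage in ZS97. Of the 96 cell cycle probe sets, 4 were upregulated at each stage in IRAT109 and 3 at each stage in ZS97. Differences between the genotypes in these counts were not tested beyond the list tests on the mean change.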

In the gene chip analysis, we noted that more genes involved in the reproductive process were repressed, but more genes involved in the cell cycle process and transcription were induced in IRAT109 than in ZS97. Therefore, IRAT109 may retain higher vegetative growth than ZS97 by repressing reproductive growth (such as panicle development) to defend against drought stress. Although the REC of ZS97 leaves showed no significant difference to that of IRAT109 under drought conditions, the variation of REC before and after drought stress was smaller in ZS97 than in IRAT109. Related to this, there were significantly fewer drought-responsive genes involved in transport and transmembrane transport in ZS97 than in IRAT109, and these genes were repressed later and more slowly in ZS97 than in IRAT109. This result suggested the maintenance of ion balance may be more important to drought resistance in ZS97.

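AMT3;3, the ammonium transporter, stood at -4.12 ± 0.12 against D0 at D1 in IRAT109 and -2.21 ± 0.12 in ZS97, with an interaction of -1.92 at D1. HAK17 stood at -3.03 against D0 at D1 and -4.23 at D3 in IRAT109. Downregulated transporter probe sets numbered 33 at D1, 40 at D2 and 38 at D3 in IRAT109 and 28, 36 and 37 in ZS97. At D1 the list moved down at an adjusted p of 7.04e-04 in IRAT109 and 0.00495 in ZS97 (0.118 and 0.125 with an estimated correlation). The paper proposes that keeping ion balance may matter more to drought resistance in ZS97. It draws on the transporter genes and on a smaller change of leaf electrical conductivity with drought in ZS97.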

All correlation coefficients among different degrees of drought treatment were more than 0.92 in both ZS97 and IRAT109. 

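In the probe sets that varied most, the stages of drought resembled one another far more than they resembled unstressed leaves. Over the 2000 most variable probe sets, correlations among D1, D2 and D3 of 1 genotype ran from 0.89 to 0.98. The cytokinin regulator RR9 and the salt-induced lectin salT are among the genes that still moved between stages. The correlations are across genes, and which probe sets are used changes them (0.99 for the lowest pair over all probe sets).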

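HOX24, RAB16B, SWEET15 and the cytokinin regulators RR4 and RR9 met the conditions for a dynamic change in both genotypes. In all, 173 probe sets were dynamic in both (113 rising and 60 falling), where independent lists of these sizes would share 4.78. A further 290 were dynamic in IRAT109 alone and 419 in ZS97 alone.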

Few genes showed differential expression at the four degrees of drought treatment: 605 genes in ZS97 and 320 in IRAT109. More than 90% of the genes responsive to drought were stable at different time points (D1, D2 and D3). 

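OsbZIP23 and OsBURP03 had no called step after D1 in ZS97, with 0.11 and 0.51 from D1 to D2 and 0.16 and 0.12 from D2 to D3, all below 2-fold. The D1 to D2 step of OsBURP03 had an adjusted p of 2.39e-04. Of 5517 drought-responsive probe sets of IRAT109, 697 changed between some pair of D1, D2 and D3, which leaves 87.4% without a called step, and of 5338 of ZS97 846 changed, which leaves 84.2%. By the stricter conditions for a dynamic change, 91.6% and 88.9% were not dynamic. A step without a call is not shown to be absent.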

A similar result was found in MH63, an indica paddy rice variety [27]. In the panicle of MH63, the number of genes changed by drought did not vary at different time points. Thus, at the reproductive stage, most responsive genes were changed by drought stress and the defense reaction to drought may start around time point D1. However, in the shoot of MH63, the number of genes changed by drought gradually increased from D1 to D3. This may indicate that the molecular mechanism of drought resistance is different at various developmental stages. 

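The small heat shock gene HSP26.7 came up after D1 in ZS97. It was 0.05 ± 0.10 above D0 at D1 there, 1.55 at D2 and 3.13 at D3, and in IRAT109 4.53 at D2 and 1.41 at D3. Of the 37 heat shock protein probe sets, 3 were upregulated at D1, 10 at D2 and 11 at D3 in ZS97, and 8, 9 and 10 in IRAT109. By the mean change 9 were upregulated in each genotype and 4 and 7 downregulated. In ZS97 the list's median was -0.05 and its mean 0.12, of opposite sign, with an adjusted p of 0.959. In IRAT109 they were 0.12 and 0.40 (adjusted p = 0.0529), and in 6 of the 16 fits without 1 array, with means from 0.38 to 0.42, and under quantile normalization (0.43) that list moved up. The list difference had an adjusted p of 0.00678, and 0.387 with an estimated correlation.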

In ZS97, about 200 fewer genes were induced at D1 than at the other two time points. Similarly, in MH63, the number of induced genes in flag leaves was lower at D1 and D2 than at D3. This result implies that the upland genotype may respond to the early stress more efficiently than the paddy genotype by upregulating more stress-related genes at the reproductive stage.

Comparative profiling showed that IRAT109 has more genes responsive to drought stress than ZS97. In particular, more genes predicted to have nucleic acid binding functions were responsive to drought and some genes involved in the cell cycle process and transcription were induced only in IRAT109. 

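CatA, a catalase that removes hydrogen peroxide, fell by 2.19 ± 0.053 in IRAT109 and 1.23 ± 0.053 in ZS97. In total 5519 calls were made in IRAT109 and 5340 in ZS97, and 5519 to 5621 and 5340 to 5390 when any 1 array was left out, but 1531 and 1537 with a fold over 4. More probe sets were downregulated in IRAT109 and more upregulated in ZS97, but under quantile normalization 2603 were upregulated in IRAT109 and 2535 in ZS97, and with no fold threshold 13116 and 12586. Interactions called at D2 numbered 2409, with 886 higher in IRAT109 and 1523 lower, and at D3 1958, with 745 higher and 1213 lower. A lower value in an interaction is a smaller rise or a deeper fall in IRAT109.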

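Transcription factors bind nucleic acids. The heat stress factor HSFC2A (LOC4328809) rose by 2.78 ± 0.11 in IRAT109 and 4.20 ± 0.11 in ZS97, with an interaction of -1.42. Of 29 heat stress factor probe sets 3 were upregulated and 9 downregulated in IRAT109 and 4 and 7 in ZS97 (adjusted p = 0.0571 and 0.253; in IRAT109 under 0.05 in 2 of the 16 fits without 1 array, with means from -0.36 to -0.32). Of 13 NAC probe sets, a family of stress and senescence regulators, 3 were upregulated in IRAT109 and 4 in ZS97 (adjusted p = 0.352 and 0.255), with a median of -0.01 and a mean of 0.30 in ZS97. Of 7 WRKY probe sets 3 were downregulated in IRAT109 and 1 in ZS97 (adjusted p = 0.223 and 0.898), with medians of 0.10 and 0.01 but means of -1.06 and -0.22. Of 9 probe sets for abscisic acid and dehydration factors 2 were upregulated in IRAT109 and 3 in ZS97 (adjusted p = 0.41 and 0.207). The difference of the heat stress factor list had an adjusted p of 0.0356, and 0.387 with an estimated correlation. With the filter, with 1 probe set per gene, under quantile normalization and without IRAT109 D0 replicate 1, IRAT109 D1 replicate 2 or ZS97 D0 replicate 1 that call was lost, with mean differences from -0.24 to -0.27 in place of -0.27.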

Genes with a nucleic acid binding function may be regulators for downstream genes and an expression level change may lead to more genes being responsive to drought stress. Genes involved in the cell cycle process and transcription may play an important role in maintaining active growth of the plant, for example, more roots in IRAT109, to obtain more water from soil. On the other hand, more genes predicted for hydrolase or oxidoreductase activity, and more genes involved in the degradation of cellular components were drought responsive in ZS97. 

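Glycoside hydrolases free sugars from polymers. Of the 89 probe sets with a matching symbol, 10 were upregulated at D1, 9 at D2 and 13 at D3 in IRAT109 and 9, 13 and 15 in ZS97. BGLU12 fell by 3.46 ± 0.089 at D3 in IRAT109 and 5.08 in ZS97. Protease probe sets upregulated at D3 numbered 3 of 36 in each genotype. The P450 list held 9 downregulated probe sets at D3 in each genotype, and CYP71Z7, a P450 of phytocassane synthesis, fell by 2.45 ± 0.099 and 3.50. None of these counts was tested for a difference between the genotypes.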

Upregulation of genes for hydrolase and degradation of cellular components may increase the content of soluble substances, thus increasing the osmotic adjustment capacity. Induction of genes for oxidoreductases may improve drought tolerance of ZS97 plants through the antioxidation system. The comparisons of drought resistance and expression profiles between the two parents suggest that drought tolerance and drought avoidance (root traits and water-retention ability) may be the major drought-resistance mechanisms in paddy rice ZS97 and upland rice IRAT109, respectively.

#### 2.6.2. Candidate Genes for QTL Related to Drought Resistance

Plants alter their gene expression pattern in response to diverse abiotic stresses, including drought. These transcriptional changes are considered to be a major regulatory mechanism for plants to respond to abiotic stresses. Comparison of transcriptional changes in response to drought between sensitive and resistant varieties, to deduce possible candidates for QTL related to drought resistance, has been attempted in rice [13,28]. Hazen [28] identified several candidate genes for five QTL related to osmotic adjustment by investigating differential expression patterns in materials that differ in osmotic adjustment and their genomic location by matching with known QTL.

The expression level of eukaryotic genes is regulated by both *cis*-elements and *trans*-regulatory factors. Therefore, the expression patterns of candidate genes that differ between two genetically diversified parents may not maintain the same pattern in a NIL background. To test this, we checked the expression patterns of 36 drought-responsive genes in 14 QTL intervals in both the parents (ZS97 and IRAT109) and the paired NILs (NIL-ZS and NIL-IR). Surprisingly, 17 genes had significantly different responsive strength to drought stress between ZS97 and NIL-ZS. The responsive trends of three genes, *LOC_Os02g41710*, *LOC_Os07g15770* and *LOC_Os11g29790*, were opposite between ZS97 and NIL-ZS. Similarly, 15 genes had different drought-responsive trends and six genes showed opposite response trends between IRAT109 and NIL-IR. Of the 36 genes, the drought-responsive expression levels of 29 genes were significantly different between the two parents under normal conditions, but only 12 of these genes showed the same difference between NIL-ZS and NIL-IR as between the parents (Figure 4, Table 3). These results suggest that identifying candidate genes by comparing the expression profiles of parental lines with distinct genetic backgrounds should be adopted with caution. Such caution is also needed when trying to identify candidate genes by comparing the sequence polymorphism of candidate genes [29]. Of 35 possible candidate genes in the selected intervals, only six were found to be polymorphic between the parents; and of the six genes, only one was closely linked to the QTL [29].

Because the difference of genetic background has been dramatically reduced in the paired NILs, the differentially expressed genes in the target interval are most likely candidate genes (or are at least related to them) for the phenotypic difference of the target trait if they maintain the differential expression patterns between the paired NILs. For example, the expression levels of two different alleles of *GHD7* (*LOC_Os07g15770*), an important regulator of heading date, plant height and yield potential in rice [30], were significantly different between ZS97 and IRAT109, as well as between a pair of NILs (*N24-ZS* and *N24-IR*) for the interval containing *GHD7*, and this pair of NILs indeed showed a significant difference in the traits, including heading date, plant height and grain yield under both normal and drought conditions [18]. Had the function of *GHD7* not been reported, this information would be very helpful for pinpointing the candidate gene for heading date, plant height and yield trait in N24. Among the 14 pairs of NILs checked in this study, significant phenotypic differences were observed for 10 pairs of NILs under normal growth conditions [18], and at least one gene in the corresponding interval showed differential expression between NIL-ZS and NIL-IR for seven pairs of NILs under normal conditions. Except *GHD7*, 10 genes located in the seven QTL intervals showed differential expression between NIL-ZS and NIL-IR and can be considered as candidate genes for the quantitative traits for future studies.

Under drought stress conditions, 28 of the 36 genes located in the QTL intervals showed different expression levels and/or different responsive trends between NIL-ZS and NIL-IR. Although such differences between paired NILs are not the same as the differential expression between ZS97 and IRAT109 for some genes, these genes can serve as candidates for some of the drought-resistance QTL for further validation. For example, nine pairs of NILs showed significant differences in phenotypic trait values under normal and drought stress conditions. In the target intervals of the nine QTL, however, only 10 genes, distributed in six intervals, showed differential expression between NIL-ZS and NIL-IR under normal and drought stress conditions. Four NILs (N4, N8, N15 and N36) showed significant differences in traits only under drought stress; seven genes in the four intervals had different expression levels between NIL-ZS and NIL-IR. Among the seven genes, five were differentially expressed between NIL-ZS and NIL-IR under both normal and drought stress conditions. Two genes, *LOC_Os04g07890* and *LOC_Os11g29790*, located in the interval N15 and N36, respectively, were differentially expressed in NIL-ZS and NIL-IR only under drought stress conditions and may be considered as candidate genes for the QTL with high priority. The expression levels of *LOC_Os04g07890*, which encodes a structural maintenance of chromosomes (SMC) protein, were equivalent under normal conditions, but significantly different under drought stress conditions. The SMC proteins are involved in transcription, DNA repair and recombination and may be involved in the maintenance of chromosome structure under drought stress [31]. The gene *OsSIK1* (*LOC_Os11g29790*), which encoded a receptor kinase protein, may play an important role in signal transduction and regulation of downstream genes [26].

## 3. Experimental Methods

### 3.1. Plant Materials, Cultivation and Stress Treatment

Plants of two rice cultivars (IRAT109, a drought-resistant japonica variety, and ZS97, a drought-sensitive indica variety) were grown in PVC pipes. For half the ZS97 and IRAT109 plants, two drought-rehydration cycles were performed to each plant in PVC pipes at the booting stage (about 14 days before flowering). When all leaves of a stressed rice plant became completely rolled, watering was applied to the full capacity of the pipe, and the second cycle of drought stress was applied until all leaves became completely rolled again, according to the methods of Yue [17]; then watering was resumed for the rest of the lifecycle.

From the first drought-rehydration cycle, samples for expression profiling and relative water content (RWC) determination were harvested from the middle section of the blades of fully expanded green flag leaves of ZS97 and IRAT109 at the same time. The samples for expression profiling were immediately frozen in liquid nitrogen, and the samples for RWC determination were put into a 10-mL test tube to minimize evaporation and stored in the dark on ice. Four samples with RWC in the range of 94%–95% (no stress, D0), 83%–88% (slight drought in which leaves were slightly rolled, D1), 74%–78% (moderate drought in which about half of each leaf was rolled, D2) and 65%–69% (severe drought in which all leaves were completely rolled, D3) were collected for expression profiling analysis using an Affymetrix GeneChip. Two independent biological replicates were used for each of the normal and stressed samples.

Eight traits were scored in this study: six of them were traits of the aboveground part of the plants and the other two were root traits. The aboveground traits were related to fitness and productivity, including plant height (PH, in centimeters), grain yield (GY, in grams) and yield component traits and fertility. Grain yield and yield-related traits were measured for all plants under normal and drought stress conditions, including number of tillers per plant (TPP), number of spikelets per panicle (SPP), 1,000-grain weight (KGW, in grams) and spikelet fertility (SF, %). At the ripening stage, plants were harvested individually and air-dried to score the following traits: GY as the total weight of the grains from the whole plant, SPP as the total number of spikelets of the whole plant divided by the total number of panicles, SF as the number of filled grains divided by the total number of spikelets of the whole plant, KGW as GY divided by the number of filled grains, then multiplied by 1000. The two root traits, including the total root volumes (RV, in milliliters) and the root volumes per tiller (RVT, in milliliters), were measured at the seed maturity stage of the plants. RVT was measured as RV divided by the total number of tillers of the whole plant.

### 3.2. Microarray and Initial Data Analysis

Total RNA isolation, purification, labeling, hybridization and scanning were conducted by the CapitalBio Corporation (Beijing, China) according to Affymetrix standard protocols (http://www.affymetrix.com/products/arrays/specific/rice.affx) [32]. for the Affymetrix GeneChip, which contained 57,381 probe sets. The following steps were employed to investigate the expression profiling of ZS97 and IRAT109 under drought stress conditions. The 16 raw Affymetrix CEL files (2 varieties × 4 time points × 2 biological replicates) resulting from RNA hybridization were read into R platform (http://www.R-project.org) [33]. Background correction, quantile normalization and gene expression summarization were performed using the robust multiarray average method in the Bioconductor Affy package [34–37]. Differentially expressed genes were calculated using the Bioconductor RankProd package function, RP [38]. A gene was considered to be up- or down-regulated if the *p*-value of the RankProd analysis was <0.01, and the fold change of average expression was >2 (*i.e.*, log-fold change >1 for upregulated genes and log-fold change < −1 for downregulated genes). Differentially expressed genes between ZS97 and IRAT109 under drought stress were composed of genes that were up- or down-regulated only in IRAT109, but not in ZS97, and that were up- or down-regulated only in ZS97, but not in IRAT109. Basing on the data from TIGR version 6.1, these differentially expressed genes were searched for their genomic distributions, thus to find the differentially expressed genes in genomic regions of 17 QTL. *F*-test (*p* < 0.01) was employed to investigate the dynamic expression changes of the drought-responsive genes during the drought stress development. Gene ontology (GO) analyses (*p* < 0.01) were conducted using the Bioconductor topGO package [39] and following the method described by Wang [40].

### 3.3. Physiological Analysis

To measure RWC, flag leaves were sampled and weighed immediately for fresh weight (FW), then immersed in distilled water for 4 h at 26 °C. The turgid leaves were quickly blotted to remove the extra surface water and then weighed for turgid weight (TW) [41]. The turgid leaves were then oven-dried at 80 °C for 16 h. Finally, the dry weights (DW) of the leaves were weighted. The RWC was calculated as RWC (%) = (FW − DW)/(TW − DW) × 100.

The rate of leaf water loss (RLWL) was measured in excised leaves to investigate the ability to conserve leaf moisture. An excised leaf was weighed immediately after sampling for FW, allowed to dry under normal conditions and weighed at 1-h intervals until the weight of the dry leaf become stable. The rate of leaf water loss was calculated as RLWL (%) = (FW − weight at a designated time after being exposed to air)/FW × 100.

The electrical conductivity of leaves was measured with a conductivity meter (DDSJ-308A), according to the manufacturer’s instruction. The leaves were sampled and flushed with double distilled water, divided into approximately 0.5-cm strips, then immersed in 50 mL double distilled water at 26 °C in a shaker. After 6 h, the electrical conductivity of the liquid was measured as R1. The liquid was placed in a test tube and heated in boiling water for 15 min and then cooled to room temperature. The electrical conductivity (R2) was measured, and the relative electrical conductivity of leaves (REC) was calculated as REC (%) = R1/R2 × 100 [42].

### 3.4. Quantitative Gene Expression Level by Real-Time PCR Analysis

To verify the microarray results and compare genes expression patterns between parental genotypes and NILs, total RNAs of the collected samples were extracted using TRIzol reagent (Invitrogen). First-strand cDNA was synthesized using Superscript III reverse transcriptase (Invitrogen), according to the manufacturer’s instruction. Real-time PCR was conducted on an ABI Prism 7500 real-time PCR system (Applied Biosystems). For real-time PCR analysis, the gene-specific primers were designed by Primer Express Version 2.0 (Applied Biosystems) (Table S1). The expression level of rice Profilin-2 gene (*LOC_Os06g05880*), which is expressed stably in most tissues or organs [23] and under different abiotic stress conditions in our study, was used as the internal control. Real-time PCR amplifications were performed in an optical 96-well plate. Each reaction was done in a volume of 25 μL containing 12.5 μL of 2× SYBR green master reagent (Applied Biosystems), 5.0 μL diluted transcription product and 0.2 μL of each gene-specific primer. The following thermal cycle was used: 95 °C for 3 min and then 45 cycles of 95 °C for 30 s, 60 °C for 30 s and 72 °C for 1 min. Dissociation curve analysis was performed using the following thermal profile: 95 °C for 15 s, 60 °C for 20 s and 95 °C for 15 min. The relative expression levels were determined, as described previously [43].

### 3.5. Accession Numbers

The microarray data of two rice varieties have been deposited in the NCBI/GEO database, and the GEO accession number is GSE25176.

## 4. Conclusions

Upland and paddy rice have distinctive features in response to drought stress. Our findings based on morphological and physiological comparison of two genotypes representing upland and paddy rice suggest that upland rice responds to the early drought stress more efficiently than paddy rice, mainly through drought-avoidance mechanisms, such as active leaf rolling (avoiding rapid water loss) and root growth (absorbing more water). Comparative expression profiling analysis of the two genotypes has provided some explanations of the differential drought responses at the genomic expression level. Drought resistance is such a complex trait that comparing the expression profiles between only two parent lines with distinct genetic backgrounds provides limited information on the drought-response mechanisms. However, as shown in this study, comparison of the expression patterns of drought-responsive genes between the parents and the NILs of targeted QTL can provide valuable information in dissecting the genetic bases of the drought-resistance traits, as well as in narrowing the candidate genes for the traits.

## Supplementary Information

## Figures and Tables

**Figure 1:**
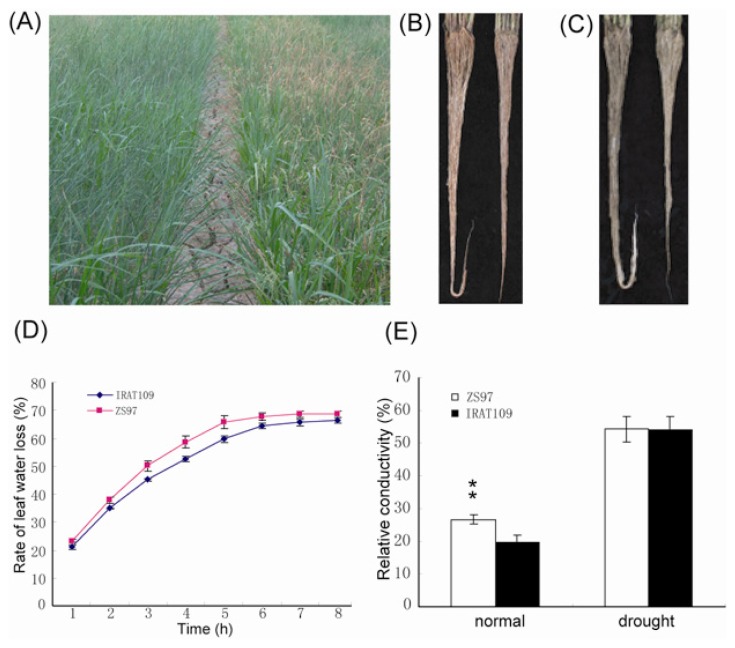
The performance of ZS97 and IRAT109 under normal and drought conditions. (**A**) Performance of ZS97 and IRAT109 under drought stress. Left: IRAT109, right: ZS97; (**B**,**C**) Root under normal and drought conditions, respectively. Left: IRAT109, right: ZS97; (**D**) Rate of leaf water loss of ZS97 and IRAT109; (**E**) Relative conductivity of leaves from ZS97 and IRAT109 under normal and drought conditions.

**Figure 2:**
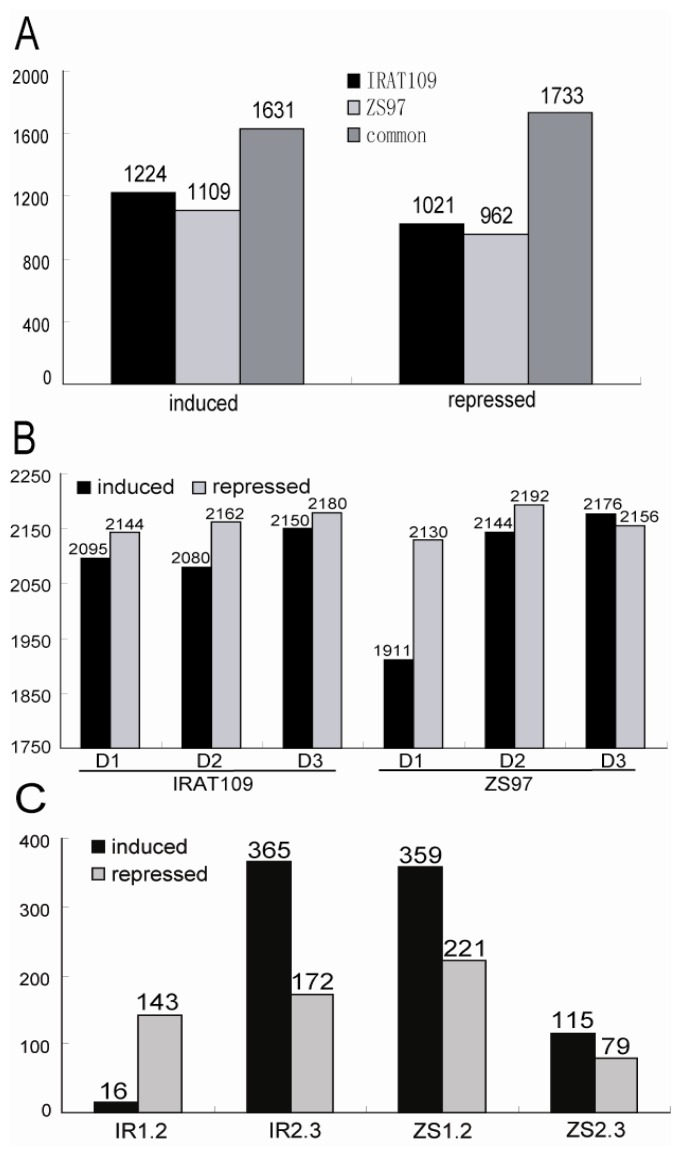
The number of differentially expressed genes (with *p* < 0.05 as threshold). (**A**) Total number of induced and repressed genes in IRAT109, ZS97 and both; (**B**) Numbers of genes significantly up- or downregulated at D1, D2 and D3 stages of drought stress compared to non-stress condition; (**C**) Number of differentially expressed genes among different time points. IR1.2 and ZS1.2: number of differentially expressed (*i.e.*, significantly up- or downregulated) genes between D1 and D2 in IRAT109 and ZS97, respectively. IR2.3 and ZS2.3: number of differentially expressed genes between D2 and D3 in IRAT109 and ZS97, respectively.

**Figure 3:**
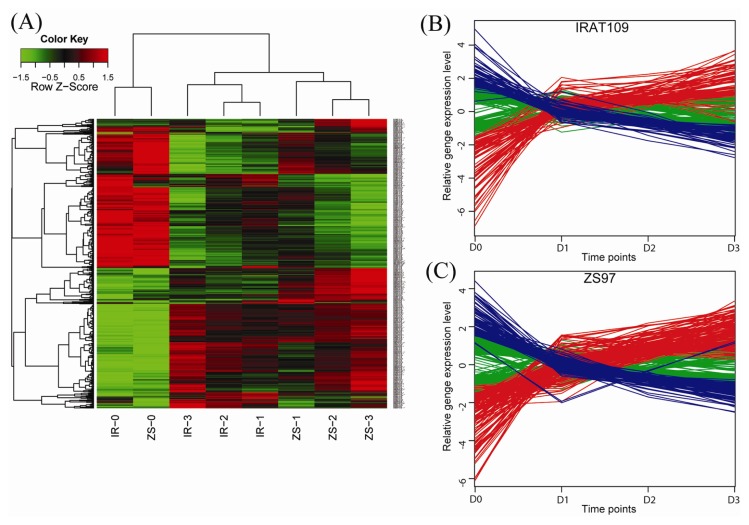
Differentially expressed genes during the time course of drought (D0 to D3). A total of 925 genes (625 in ZS97 and 320 in IRAT109) were differentially expressed among the four stages of drought stress. (**A**) Hierarchical clustering of differentially expressed genes based on the correlation coefficients of the relative gene expression values (Z-score) for each time point. Red and green indicate high and low expression levels; (**B**, **C**) Two groups of genes with opposite expression trends from D0 to D3 in IRAT109 and ZS97, respectively. The normalized expression levels (based on the ln-transformed mean of the four stages) of each gene are illustrated. The colored lines denote the expression profile of the genes: blue indicates a large decrease from D0 to D3 and red indicates a large increase and green indicates a small change. Stages: D0, before drought stress; D1, D2 and D3: three stages of drought stress.

**Figure 4:**
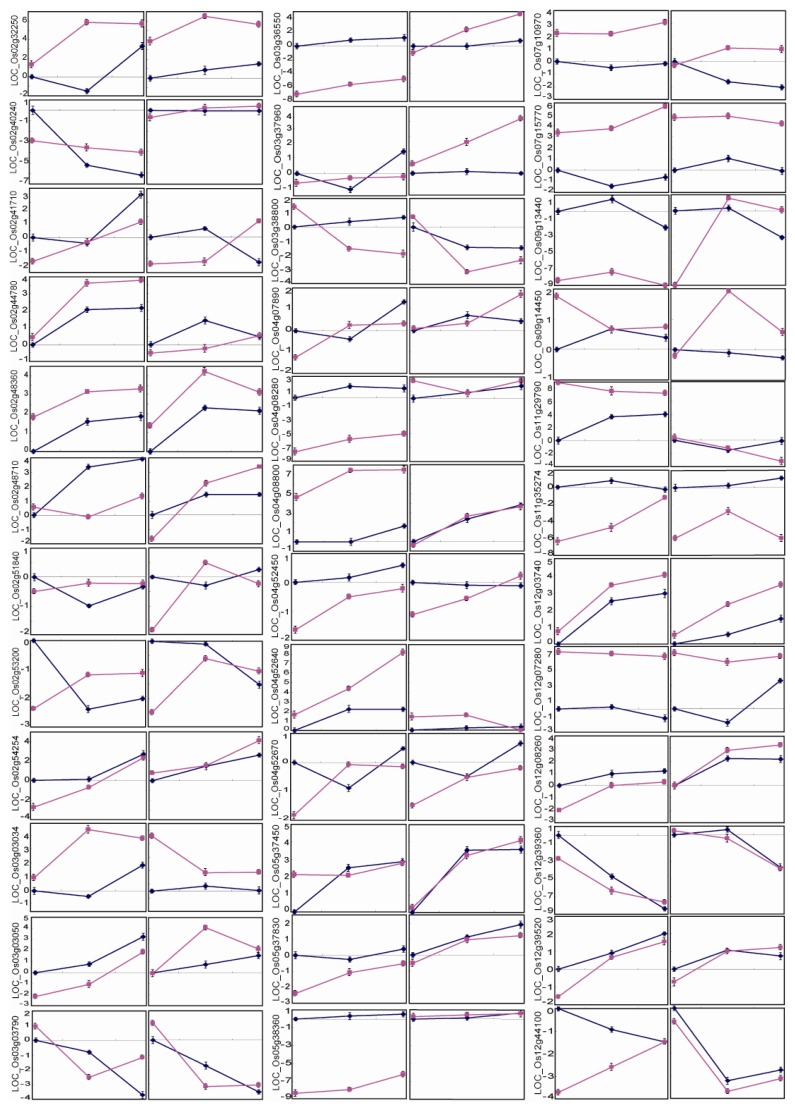
Real-time PCR analysis for 36 genes in ZS97, IRAT109, NIL-ZS and NIL-IR. The left figure for each gene illustrates its expression profile in ZS97 and IRAT109; right figure illustrates its expression profile in NIL-ZS and NIL-IR. The colored lines denote the expression profile of the 36 drought-responsive genes: blue indicates allele from ZS97 and red indicates allele from IRAT109. The x-axes are three time points of drought stress treatment, and the y-axes are scales of transcription ratios determined from the real-time PCR were ln-transformed. D0, before drought stress; D1 and D2, two stages of drought stress.

**Table 1:** Phenotypic difference of ZS97 and IRAT109 under natural and drought stress.

Trait	Normal growth		Drought stress		Relative value b	
		
	ZS97	IRAT109	ZS97	IRAT109	ZS97	IRAT109
PH	87.34 ± 6.96	103.95 ± 7.58 ^**^^a^	80.81 ± 6.63	95.33 ± 6.63 ^**^	0.926	0.917
GY	41.72 ± 5.41 ^*^	38.45 ± 7.11	19.83 ± 7.4	25.55 ± 10.14 ^**^	0.475	0.662
TPP	31.57 ± 2.27 ^**^	24.85 ± 2.13	23.84 ± 8.12 ^**^	13.13 ± 5.94	0.753	0.526
SPP	93.34 ± 17.81	114.18 ± 24.94 ^**^	75.44 ± 12.57 ^**^	72.14 ± 16.51	0.808	0.631
SF	0.91 ± 0.06 ^**^	0.67 ± 0.08	0.47 ± 0.10	0.46 ± 0.20	0.516	0.687
KGW	23.48 ± 2.02	32.28 ± 2.14 ^**^	19.69 ± 2.27	31.26 ± 3.84 ^**^	0.838	0.969
RV	36.62 ± 9.43	60.51 ± 10.27 ^**^	20.82 ± 8.43	31.56 ± 9.15 ^**^	0.568	0.522
RVT	1.16 ± 0.37	2.43 ± 0.57 ^**^	0.86 ± 0.27	2.38 ± 0.50 ^**^	0.741	0.979

a The difference between ZS97 and IRAT109: ^*^ and ^**^significant at *p* = 0.05 and *p* = 0.01 level.

b Relative value indicated the ratio trait value under normal growth/drought stress.

GY: grain yield; PH: plant height; KGW: 1000-grain weight; RV: total root volumes; RVT: root volumes per tiller; SF: spikelet fertility; SPP: number of spikelets per panicle; TPP: tillers per plant.

**Table 2:** Comparison of function categories of drought-responsive genes.

GO.ID	Term	IRAT109				ZS97		
	
		Level a	Significant b	Expected c	Classic d	Significant b	Expected c	Classic d
Up								

GO:0006950	response to stress	3	233	180.79	9.60 × 10^−6^	250	180.61	8.50 × 10^−9^
GO:0009605	response to external stimulus	3	69	43.5	8.10 ×10^−5^	80	43.46	5.90×10^−8^
GO:0005975	carbohydrate metabolic process	4	111	77.88	7.00 ×10^−5^	131	77.8	1.00 × 10^−9^
GO:0009991	response to extracellular stimulus	4	16	7.84	0.00475	21	7.83	2.60 × 10^−5^
GO:0000271	polysaccharide biosynthetic process	6	10	4.3	0.00949	12	4.29	0.00093
GO:0042221	response to chemical stimulus	3	-	-	-	32	19.36	0.00338
GO:0006725	cellular aromatic compound metabolic process	4	-	-	-	24	12.88	0.00225
GO:0017144	drug metabolic process	4	-	-	-	10	3.54	0.00224
GO:0016051	carbohydrate biosynthetic process	5	-	-	-	19	9.49	0.00275
GO:0016999	antibiotic metabolic process	5	-	-	-	10	3.54	0.00224
GO:0044270	nitrogen compound catabolic process	5	-	-	-	7	2.18	0.00483
GO:0017000	antibiotic biosynthetic process	6	-	-	-	8	3.01	0.00889
GO:0034637	cellular carbohydrate biosynthetic process	6	-	-	-	13	5.65	0.00369
GO:0009250	glucan biosynthetic process	8	-	-	-	10	3.84	0.0042
GO:0016787	hydrolase activity	3	-	-	-	290	246.07	0.00093
GO:0016491	oxidoreductase activity	3	-	-	-	53	37.37	0.0065
GO:0006139	nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	4	286	250.98	0.00506	-	-	-
GO:0022402	cell cycle process	4	6	1.36	0.00153	-	-	-
GO:0044262	cellular carbohydrate metabolic process	5	24	13.95	0.00629	-	-	-
GO:0016311	dephosphorylation	6	13	5.81	0.0047	-	-	-
GO:0044042	glucan metabolic process	6	13	6.11	0.00727	-	-	-
GO:0006073	cellular glucan metabolic process	7	13	6.11	0.00727	-	-	-
GO:0006350	transcription	7	187	145.2	9.70 × 10^−5^	-	-	-
GO:0006470	protein amino acid dephosphorylation	9	13	5.81	0.0047	-	-	-
GO:0045735	nutrient reservoir activity	2	11	4.78	0.00753	-	-	-
GO:0003676	nucleic acid binding	3	325	286.7	0.00509	-	-	-

Down								
GO:0050896	response to stimulus	2	608	465.77	2.90 × 10^−17^	583	447.76	2.80 × 10^−16^
GO:0065007	biological regulation	2	441	378	4.30 × 10^−5^	416	363.39	0.00042
GO:0022414	reproductive process	3	82	52.03	1.90 ×10^−5^	71	50.02	0.0015
GO:0048856	anatomical structure development	3	73	46.77	7.40 × 10^−5^	66	44.96	0.00092
GO:0006793	phosphorus metabolic process	4	252	158.57	3.70 × 10^−5^	231	152.44	1.10 ×10^−11^
GO:0009908	flower development	6	66	40.61	4.80 × 10^−5^	60	39.04	0.00049
GO:0016310	phosphorylation	6	242	147.35	2.90 × 10^−16^	221	141.65	1.90 × 10^−12^
GO:0043687	post-translational protein modification	8	278	194.01	3.50 × 10^−11^	255	186.51	2.70 ×10^−8^
GO:0006468	protein amino acid phosphorylation	9	233	136.72	1.40 × 10^−17^	215	131.44	3.00 × 10^−14^
GO:0009653	anatomical structure morphogenesis	4	50	26.71	9.20 × 10^−6^	42	25.68	0.00096
GO:0030154	cell differentiation	4	83	49.94	2.10 × 10^−6^	76	48.01	3.40 ×10^−5^
GO:0048608	reproductive structure development	5	71	43.49	2.10 × 10^−5^	64	41.81	0.00036
GO:0006464	protein modification process	7	340	266.3	1.50 × 10^−7^	307	256	0.00014
GO:0006725	cellular aromatic compound metabolic process	4	-	-	-	27	16.32	0.00619
GO:0006979	response to oxidative stress	4	-	-	-	27	15.65	0.00347
GO:0009991	response to extracellular stimulus	4	-	-	-	18	9.93	0.00921
GO:0046164	alcohol catabolic process	4	-	-	-	21	12.22	0.00959
GO:0009225	nucleotide-sugar metabolic process	5	-	-	-	18	8.11	0.00094
GO:0019318	hexose metabolic process	6	-	-	-	24	13.75	0.00482
GO:0046365	monosaccharide catabolic process	6	-	-	-	21	11.74	0.00608
GO:0007155	cell adhesion	3	9	3.67	0.00876	-	-	-
GO:0006810	transport	4	222	188.16	0.00338	-	-	-
GO:0006811	ion transport	5	63	40.11	0.00019	-	-	-
GO:0015837	amine transport	5	18	8.54	0.00171	-	-	-
GO:0015849	organic acid transport	5	18	8.74	0.00224	-	-	-
GO:0055085	transmembrane transport	5	31	19.16	0.00487	-	-	-
GO:0006812	cation transport	6	49	34.65	0.00803	-	-	-
GO:0006820	anion transport	6	11	4.57	0.00452	-	-	-
GO:0006855	multidrug transport	6	10	4.37	0.00966	-	-	-
GO:0009309	amine biosynthetic process	6	24	14.3	0.00781	-	-	-
GO:0006865	amino acid transport	7	18	8.54	0.00171	-	-	-
GO:0015698	inorganic anion transport	7	10	3.08	0.00057	-	-	-
GO:0008652	cellular amino acid biosynthetic process	8	22	12.81	0.00809	-	-	-
GO:0009064	glutamine family amino acid metabolic process	8	10	3.97	0.00475	-	-	-
GO:0009069	serine family amino acid metabolic process	8	11	4.96	0.00876	-	-	-
GO:0004553	hydrolase activity, hydrolyzing *O*-glycosyl compounds	5	47	32.8	0.00784	-	-	-

a Level of Term in gene ontology.

b The number of loci of the GO term observed.

c The number of loci expected.

d *p*-value of Fisher’s exact test.

**Table 3:** Comparison of expression patterns of 36 drought-responsive genes.

TIGR Locus	Annotation (TIGR version 6.1)	Normal a				Drought b					
	
		ZS97	IRAT109	NIL-ZS	NIL-IR	ZS97	IRAT109	NIL-ZS	NIL-IR	C1 c	C2 d
LOC_Os02g32250	retrotransposon protein	−	+	−	+	↑	↑	↑	↑	4	a
LOC_Os02g40240	receptor kinase	+	−			↓	↓		↑	1	d
LOC_Os02g41710	cyclic nucleotide-gated ion channel	+	−	+	−	↑	↑	↓	↑	2	d
LOC_Os02g44780	polyprenyl synthetase					↑	↑	↑	↑	4	a
LOC_Os02g48360	pyrophosphate-fructose 6-phosphate 1-phosphotransferase subunit alpha	−	+	−	+	↑	↑	↑	↑	4	a
LOC_Os02g48710	expressed protein			+	−	↑		↑	↑	3	b
LOC_Os02g51840	expressed protein			+	−				↑	3	d
LOC_Os02g53200	glucan endo-1,3-beta-glucosidase precursor	+	−	+	−	↓	↑	↓	↑	4	c
LOC_Os02g54254	saccharopine dehydrogenase	+	−			↑	↑	↑	↑	4	a
LOC_Os03g03034	flavonol synthase/flavanone 3-hydroxylase			−	+	↑	↑		↓	1	d
LOC_Os03g03050	expressed protein	+	−			↑	↑	↑	↑	4	a
LOC_Os03g03790	AMP-binding domain containing protein			−	+	↓	↓	↓	↓	4	a
LOC_Os03g36550	transposon protein	+	−			↑	↑		↑	2	d
LOC_Os03g37960	acyl CoA binding protein					↑			↑	1	c
LOC_Os03g38800	AAA family ATPase	−	+				↓	↓	↓	2	b
LOC_Os04g07890	AGAP002737-PA	+	−			↑	↑		↑	2	d
LOC_Os04g08280	retrotransposon protein,Ty3-gypsy subclass	+	−	−	+	↑	↑	↑	↓	3	d
LOC_Os04g08800	expressed protein	−	+			↑	↑	↑	↑	4	a
LOC_Os04g52450	aminotransferase	+	−	+	−		↑		↑	4	c
LOC_Os04g52640	SHR5-receptor-like kinase	−	+	−	+	↑	↑		↓	1	d
LOC_Os04g52670	OsSAUR21 - Auxin-responsive SAUR gene family member	+	−	+	−		↑		↑	4	c
LOC_Os05g37450	starch binding domain containing protein	−	+			↑		↑	↑	3	b
LOC_Os05g37830	expressed protein	+	−				↑	↑	↑	2	b
LOC_Os05g38360	DHHC zinc finger domain containing protein	+	−				↑			3	b
LOC_Os07g10970	leucine zipper protein-like	−	+					↓	↑	1	c
LOC_Os07g15770	CCT motif family protein	−	+	−	+	↓	↑	↑		1	c
LOC_Os09g13440	expressed protein	+	−	+	−	↑↓		↓	↑	1	c
LOC_Os09g14450	pollen signaling protein with adenylyl cyclase activity	−	+				↓		↑	3	c
LOC_Os11g29790	receptor kinase	−	+			↑	↓	↓	↓	2	b
LOC_Os11g35274	protein kinase domain containing protein	+	−	+	−		↑	↑	↑	2	b
LOC_Os12g03740	OsFBX438 - F-box domain containing protein					↑	↑	↑	↑	4	a
LOC_Os12g07280	ZOS12-02 - C2H2 zinc finger protein	−	+	−	+	↓		↓↑	↓	1	c
LOC_Os12g08260	dehydrogenase E1 component domain containing protein	+	−			↑	↑	↑	↑	4	a
LOC_Os12g39360	aspartic proteinase nepenthesin precursor	+	−			↓	↓	↓	↓	4	a
LOC_Os12g39520	OsFBDUF66 - F-box and DUF domain containing protein	+	−			↑	↑	↑	↑	4	a
LOC_Os12g44100	peptide transporter PTR2	+	−			↓	↑	↓	↓	3	b

a Comparison of expression patterns under normal condition. − and + indicate significant different expression level between ZS97 and IRAT109 or between NIL-ZS and NIL-IR, −: lower expression level and +: higher expression level.

b Comparison of expression patterns under drought condition. ↑: upregulated by drought stress; ↓: downregulated by drought stress; ↑↓: expression level was first increased and then decreased; ↓↑: expression level was first decreased and then increased.

c C1: Four groups (1–4) classified based on the difference in responsive trend between the parent line and the corresponding NIL.

d C2: Four groups (a–d) classified based on the difference in responsive trend to drought between the two parents and/or between the paired NILs.

# Supplementary material for: Insight into Differential Responses of Upland and Paddy Rice to Drought Stress by Comparative Expression Profiling Analysis
**Source:** Int J Mol Sci. 2013 Mar 4;14(3):5214–38. doi: 10.3390/ijms14035214
**Supplement:** Supplementary file 1

Supplementary Information

**Figure S1.** Reliability of microarray data. (**A**) The correlation coefficients of biological replicates and time points. IR and ZS: IRAT109 and ZS97. IR-0, IR-1, IR-2, and IR-3: four time points in IRAT109. IR-0-1 and IR-0-2: two biological replicates; (**B**) Verification of microarray results with real-time RT-PCR. Transcriptions ratios determined from the microarray hybridization were ln-transformed and plotted against those obtained from real-time RT-PCR analysis. R: Pearson correlation coefficient.

**
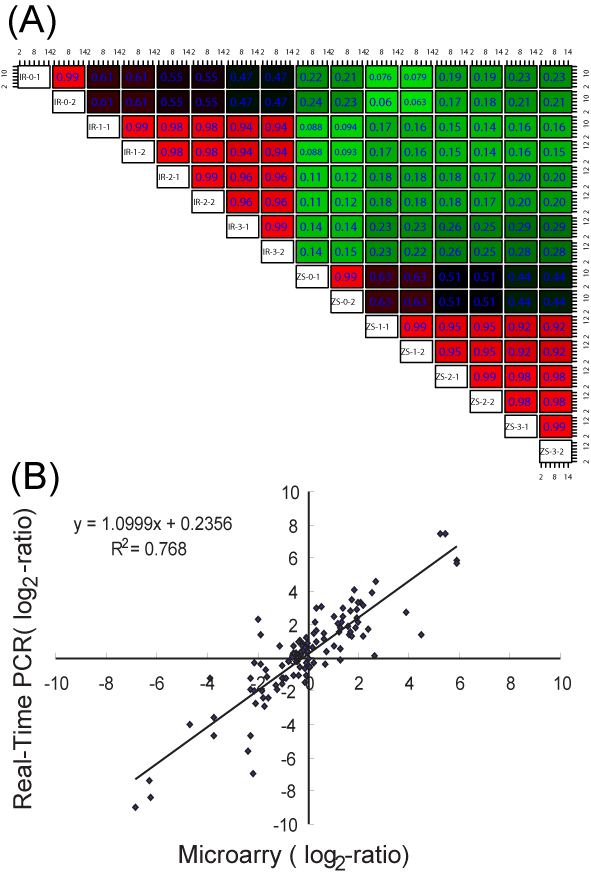
**

**Table S1.** Primers for real-time PCR analyses of drought-responsive genes and internal controls.

| **NILs** | **Loucs ID** | **Primers for real-time PCR** | |
| --- | --- | --- | --- |
| **Forward primers** | **Reverse primers** |
| N4 | LOC_Os02g32250 | AGGGTTAGAGCACGACACCAA | GCGGCGGCTAAAGGTATAAGA |
| N6 | LOC_Os02g40240 | AAAATGCTGTCCACCAGTGCTT | CACTTGGTAATTTGCGCGTACA |
|  | LOC_Os02g41710 | CAATATGCAAGCGACGATGGT | TTCATCCATCGCTCCATGTC |
|  | LOC_Os02g44780 | GCTGCAGGATGCAGCTACAA | CAAATATCCGGTAGCATCAAGGT |
| N8 | LOC_Os02g48360 | CCAGGAATACTTGGAGAAGGTGAA | AGCGCTGCCTTGAGAACATC |
|  | LOC_Os02g48710 | CGGGTGGGATCATGCACTA | CGGAGATCATCAACGAACCAAT |
| N9 | LOC_Os02g51840 | GCAGATCGGTCTCGCATAGC | CCAACCGCCCAAACACA |
|  | LOC_Os02g53200 | TTTTCCAGTTTTCCTCCCTTTCT | CAAACATGCAGCAGGAGTCAA |
|  | LOC_Os02g54254 | TGGAAGGAAATGGTGTGATCTG | AGAGCCCACCTCTTTGGAAAA |
| N11 | LOC_Os03g03034 | GGATGTCCGTCGCATCGT | CCATCGGTGATGAGCTTCTGA |
|  | LOC_Os03g03050 | AGAGATAGGCACCCCCCTGAT | TGCTAGGTCCTCCCTTCTTCCT |
|  | LOC_Os03g03790 | GTGTCAAGGCTTTAGGGCAATC | TCCTACGTGCAAAAGGTGATATCA |
| N12 | LOC_Os03g36550 | GGCAATTATGACTTGGGATTTTCTA | CTTCCTCCACAACTAAAAGCTGATT |
|  | LOC_Os03g37960 | TCGGACACAAATGAAAAAACAAA | CACATGTGCTAATGACGGCTTAA |
|  | LOC_Os03g38800 | CGTGGAGTTCCTCCGTGAGA | AAGCTGCATTGCCTTTTTCTG |
| N15 | LOC_Os04g07890 | AGGACAGGGTGTGGGAGTTG | CTGCCGCTTTTGTCTCCAA |
|  | LOC_Os04g08280 | GACGCCAGCAGCACGTT | AATTAAGATCGAGGGCAGAAGGT |
|  | LOC_Os04g08800 | GCCCAGTCTCTTGGATGTTTTAA | GGTTGCCAGCAAACATTTTTG |
| N19 | LOC_Os04g52450 | GACCGAGTTGACAACTCCTCATC | TCATCGCTGCCAGCATTATC |
|  | LOC_Os04g52640 | TCAAGGGCAAATGCGTTTTT | CGGTTCAAGTTTATCCTCCCTTT |
|  | LOC_Os04g52670 | CCTCGCGCTCTCCTACTTCA | GGATCAACGCTACGCTACTACATG |
| N23 | LOC_Os05g37450 | GTGCTTTTGAACATGAGTTGCTTT | GCAGTACCTTATGACTCGTTCATGA |
|  | LOC_Os05g37830 | CTACAACGGGCTCAATTGCAT | CATTGGGTCTTTCCACTTTGATAA |
|  | LOC_Os05g38360 | CTGGCTTTGTCCAGTATCGACTAA | CGTGTTAATCACATCGATGGTGTA |
| N24 | LOC_Os07g10970 | ACATGAAGTCAGCGCTGCAA | GTGCTCAAGGTATCTCGCTATCTG |
|  | LOC_Os07g15770 | GAAGAGGTGCTACGAGAAGCAAA | GGCGAAGCGACCTCTCACT |
| N29 | LOC_Os09g13440 | ATGCTACATCAAGAGTGGGAGCTA | AGGTGGACGGTCCTCTTGGT |
|  | LOC_Os09g14450 | ACCGAGGTGCTACTCGACAGA | ACATGTTCAGCAGCAGCTTGA |
| N36 | LOC_Os11g29790 | GAGCCTGGATAGGTGGTTACATCT | GGCAATGTTCAATCTCTGGATCA |
|  | LOC_Os11g35274 | AGTTCCGTAGCAGAGTGGCAAT | CTCCAAACAAATCCCCAGAAGT |
| N37 | LOC_Os12g03740 | CCAAGGAGATGGAATGGTTGTT | ACCCTCGAGGATAAGTCCTTTCTT |
|  | LOC_Os12g07280 | GATTTCGGATTCGGGCAGTT | GATCACCCGCGAATTGCT |
|  | LOC_Os12g08260 | GTCGGCCATCACTCGACAT | CTGTTCGCCAGTGCTCGAT |
| N38 | LOC_Os12g39360 | GCAACTACCAGCAGCAGAACAT | GGCAGGCTGGAAGGAGAAGT |
|  | LOC_Os12g39520 | CTACGACAATCCGACGAAAGAGT | CATGTTGTACACGCCAGAGTCA |
|  | LOC_Os12g44100 | GCGTCGACCTCTTCTACCTTGT | CGATGTTCTTGGACCTGTACCA |
|  | LOC_Os06g05880 | TGGCCTGTCGTTGATTCTTG | CCTCTCCACAATCATGTTGCA |

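Table S2 covers 24 probe sets, and its mean and coefficient of variation come from other stress experiments, which were not analysed here. On the 16 drought arrays the glycine-rich RNA-binding protein GRP1A (LOC_Os12g43600) had a mean intensity of 25147 and a coefficient of variation of 3.19%. Actin-1 varied by 21.6%, tubulin beta-6 by 31.3% and the GAPDH gene LOC_Os02g38920, an enzyme of glycolysis, by 53.2%. That GAPDH gene and tubulin beta-6 were called for drought in at least 1 genotype, with largest changes of 1.67 and 1.03. The median over the 24 was 8.36%, against 20.6% over the probe sets whose mean intensity lay above the lowest of the 24. The paper took 19 of the 24 for their uniform expression in 31 tissues or organs, and the other 5, with actin-1, tubulin beta-6 and GAPDH among them, as common internal controls.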

**Table S2.** Transcript level stability check of 24 genes for selecting internal control genes for quantitative expression analysis under drought stress.

| **Probe set** | **Locus ID** | **mean** | **CV** | **Annotation** |
| --- | --- | --- | --- | --- |
| Os.28425.1.S1_x_at | LOC_Os12g43600 | 13403.9 | 12.69% | Glycine-rich RNA-binding protein GRP1A |
| Os.12237.1.S1_a_at | LOC_Os06g47230 | 8310.13 | 9.59% | Expressed protein |
| Os.10152.1.S1_at | LOC_Os06g05880 | 6763.71 | 13.06% | Profilin-2 |
| Os.10931.1.S1_at | LOC_Os05g41060 | 7601.79 | 11.22% | ADP-ribosylation factor |
| Os.12602.1.S1_at | LOC_Os01g05490 | 5783.48 | 14.65% | Triosephosphate isomerase |
| Os.46231.1.S1_a_at | LOC_Os03g46770 | 11012.5 | 22.90% | RNA recognition motif containing protein |
| Os.4157.1.S1_at | LOC_Os02g02890 | 10788.7 | 16.85% | Peptidyl-prolyl cis-trans isomerase |
| Os.7897.1.S1_at | LOC_Os08g27850 | 7910.59 | 15.57% | Endothelial differentiation-related factor 1 |
| Os.10139.1.S1_s_at | LOC_Os06g46770 | 7454.61 | 33.12% | polyubiquitin containing 7 ubiquitin monomers |
| Os.7945.1.S1_at | LOC_Os07g34589 | 13465.1 | 14.10% | protein translation factor SUI1 |
| Os.12168.2.S1_s_at | LOC_Os08g03290 | 7301.97 | 20.78% | GAPDH |
| Os.22660.3.S1_x_at | LOC_Os02g06640 | 9282.62 | 21.63% | polyubiquitin containing 7 ubiquitin monomers |
| Os.4705.1.S1_at | LOC_Os02g32030 | 4120.06 | 22.37% | Elongation factor 2 |
| Os.318.1.S1_at | LOC_Os03g55150 | 4589.46 | 25.84% | Eukaryotic translation initiation factor 5A-2 |
| Os.11479.1.S1_at | LOC_Os01g60410 | 3811.1 | 46.36% | Ubiquitin-conjugating enzyme E2 |
| Os.8152.1.S1_at | LOC_Os05g49890 | 5399.44 | 25.83% | GTP-binding nuclear protein Ran/TC4 |
| Os.12749.1.S1_s_at | LOC_Os03g60590 | 4223.26 | 21.15% | Actin-depolymerizing factor 3 |
| Os.12178.1.S1_at | LOC_Os02g52290 | 5487.62 | 30.86% | Peptidylprolyl isomerase FKBP12 |
| Os.4746.1.S1_a_at | LOC_Os02g48660 | 5138.55 | 19.33% | 60S ribosomal protein L31 |
| Os.12625.2.S1_x_at | LOC_Os03g08020 | 5231.01 | 25.92% | Elongation factor 1-alpha |
| Os.12772.1.S1_at | LOC_Os03g13170 | 4038.76 | 29.63% | ubiquitin fusion protein |
| Os.3420.1.S1_s_at | LOC_Os03g50890 | 1512.52 | 57.64% | Actin-1 |
| Os.22781.1.S1_at | LOC_Os02g38920 | 1650.82 | 43.77% | GAPDH |
| Os.7916.1.S1_at | LOC_Os01g59150 | 961.547 | 74.72% | Tubulin beta-6 chain |

**Table S3.** Number of drought-responsive genes in 17 intervals of drought-resistance QTL.

| **NILs** | **Genomic background** | **Induced** | | **Repressed** | | **NO. of ORFs** |
| --- | --- | --- | --- | --- | --- | --- |
| **IRAT109** | **ZS97** | **IRAT109** | **ZS97** |
| N01 | ZS97 | 9 | 3 | 7 | 9 | 577 |
| N04 | IRAT109 | 6 | 0 | 0 | 3 | 411 |
| N06 | ZS97 | 3 | 2 | 7 | 12 | 572 |
| N08 | ZS97 | 2 | 2 | 4 | 6 | 531 |
| N09 | ZS97 | 4 | 4 | 4 | 3 | 452 |
| N11 | IRAT109 | 2 | 0 | 4 | 1 | 139 |
| N12 | IRAT109 | 2 | 1 | 4 | 1 | 418 |
| N15 | IRAT109 | 3 | 2 | 2 | 3 | 565 |
| N19 | ZS97 | 5 | 3 | 4 | 1 | 293 |
| N20 | ZS97 | 0 | 1 | 0 | 2 | 315 |
| N23 | ZS97 | 3 | 5 | 2 | 8 | 653 |
| N24 | ZS97 | 2 | 4 | 4 | 3 | 521 |

**Table S3.** *Cont.*

| N29 | ZS97 | 2 | 0 | 2 | 0 | 399 |
| --- | --- | --- | --- | --- | --- | --- |
| N30 | ZS97 | 1 | 3 | 6 | 3 | 561 |
| N36 | IRAT109 | 3 | 3 | 7 | 4 | 519 |
| N37 | IRAT109 | 4 | 4 | 2 | 0 | 647 |
| N38 | IRAT109 | 3 | 1 | 0 | 3 | 470 |
| total |  | 54 | 38 | 59 | 62 | 8043 |

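Table S4 lists probe sets by their annotation and gives no expression values. Its 213 probe sets lie in intervals that the study had mapped for drought resistance in the cross of the same parents. At D0, 72 of the 213 differed in intensity between IRAT109 and ZS97, 50 higher in IRAT109 and 22 lower, or 33.8% against 4.76% of the other probe sets. These differences at D0 can also come from sequence under the probes. Interactions at 1 or more stages were called for 119 of the 213, 55.9% against 5.34% elsewhere. Among drought-responsive probe sets the interaction was called for 60.8% of the listed and 36.3% of the others. The list was drawn up from these arrays, by calls in 1 genotype only.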

**Table S4.** List of 213 drought-responsive genes in 17 intervals of drought-resistance QTL.

| **Probe sets** | **Annotation** |
| --- | --- |
| Os.12253.1.S1_at | anthocyanin 3-O-beta-glucosyltransferase, putative, expressed |
| Os.11247.1.S1_at | cinnamoyl-CoA reductase-related, putative, expressed |
| Os.12629.1.S1_at | expressed protein |
| Os.4767.2.S1_x_at | ketol-acid reductoisomerase, chloroplast precursor, putative, expressed |
| Os.41454.1.S1_s_at | DUF1645 domain containing protein, putative, expressed |
| Os.10006.1.S1_at | OsMan01 - Endo-Beta-Mannanase, expressed |
| Os.33575.1.S1_at | serine/threonine-protein kinase, putative, expressed |
| Os.14999.3.S1_x_at | CGMC_MAPKCMGC_2.6 - CGMC includes CDA, MAPK, GSK3, and CLKC kinases, expressed |
| OsAffx.9318.1.S1_at | expressed protein |
| Os.52073.1.S1_at | HMG1/2, putative, expressed |
| Os.10135.1.S1_at | splicing factor-related, putative, expressed |
| Os.35583.1.S1_at | expressed protein |
| Os.10715.1.S1_a_at | expressed protein |
| Os.9943.5.S1_x_at | OsWAK10d - OsWAK receptor-like cytoplasmic kinase OsWAK-RLCK, expressed |
| Os.11986.2.S1_x_at | Protein kinase domain containing protein, expressed |
| Os.8019.1.S1_at | B3 DNA binding domain containing protein, expressed |
| Os.47360.1.S1_x_at | protein kinase, putative, expressed |
| Os.41637.1.S1_at | MDR-like ABC transporter, putative, expressed |
| Os.39411.1.A1_at | ABC transporter, ATP-binding protein, putative, expressed |
| Os.45892.1.S1_at | MYB family transcription factor, putative, expressed |
| Os.47750.1.A1_at | Cupin domain containing protein, expressed |
| OsAffx.12287.1.S1_at | conserved hypothetical protein |
| Os.36104.1.S1_at | glycerophosphoryl diester phosphodiesterase family protein, putative, expressed |
| Os.14835.2.S1_at | hydroxyproline-rich glycoprotein family protein, putative, expressed |
| Os.46107.1.S1_s_at | retrotransposon protein, putative, unclassified, expressed |
| Os.27096.1.S1_at | SAM domain family protein, expressed |
| Os.49660.1.S1_at | expressed protein |

***Table S4.*** *Cont.*

| Os.12094.1.S1_a_at | abscisic stress-ripening, putative, expressed |
| --- | --- |
| OsAffx.2912.1.S1_at | RNA recognition motif containing protein, putative, expressed |
| Os.57134.1.S1_at | expressed protein |
| OsAffx.2924.1.S1_at | receptor-like protein kinase 5 precursor, putative, expressed |
| OsAffx.12425.1.S1_at | receptor kinase, putative |
| Os.52563.2.S1_x_at | receptor-like protein kinase precursor, putative, expressed |
| Os.40418.1.S1_at | receptor kinase, putative, expressed |
| Os.53830.1.S1_at | alcohol oxidase, putative, expressed |
| Os.46154.1.S1_s_at | aquaporin protein, putative, expressed |
| Os.52644.1.S1_at | phytosulfokine receptor precursor, putative, expressed |
| Os.8499.1.S1_a_at | OsSCP8 - Putative Serine Carboxypeptidase homologue, expressed |
| Os.53236.1.S1_at | B-box zinc finger family protein, putative, expressed |
| Os.5542.1.S1_at | cytochrome b5-like Heme/Steroid binding domain containing protein, expressed |
| Os.1327.1.S1_at | retrotransposon protein, putative, unclassified, expressed |
| Os.53660.1.S1_at | ethylene-responsive transcription factor, putative, expressed |
| Os.1352.1.S1_at | expressed protein |
| Os.14380.1.S1_at | MSP domain containing protein, expressed |
| Os.21578.1.S1_at | scarecrow, putative, expressed |
| Os.14092.1.S1_at | expressed protein |
| Os.18321.2.S1_at | polyprenyl synthetase, putative, expressed |
| Os.14076.1.S1_s_at | rho-GTPase-activating protein-related, putative, expressed |
| OsAffx.24733.1.S1_s_at | RALFL8 - Rapid ALkalinization Factor RALF family protein precursor, expressed |
| Os.53431.1.S1_at | expressed protein |
| Os.49582.1.S1_at | expressed protein |
| Os.4377.1.S1_at | AMP-binding domain containing protein, expressed |
| Os.11658.1.S1_at | nuclear matrix constituent protein 1-like, putative, expressed |
| Os.12866.1.S1_at | pyrophosphate--fructose 6-phosphate 1-phosphotransferase subunit alpha, putative, expressed |
| Os.5592.1.S1_at | expressed protein |
| Os.7909.1.S1_at | glutamine synthetase, catalytic domain containing protein, expressed |
| OsAffx.12575.1.S1_at | RNA-dependent RNA polymerase, putative, expressed |
| Os.17509.1.S1_at | endoglucanase, putative, expressed |
| Os.55360.1.S1_at | expressed protein |
| Os.6170.1.S1_at | CSLA6 - cellulose synthase-like family A; mannan synthase, expressed |
| Os.52106.2.S1_at | mTERF family protein, expressed |
| Os.47984.1.A1_at | expressed protein |

***Table S4.*** *Cont.*

| Os.5659.1.S1_at | OsFBX61 - F-box domain containing protein, expressed |
| --- | --- |
| Os.25104.1.S1_x_at | expressed protein |
| Os.47727.1.S1_s_at | uncharacterized Cys-rich domain containing protein, putative, expressed |
| Os.51673.1.S1_at | cold-induced protein, putative, expressed |
| Os.11714.1.S1_at | glucan endo-1,3-beta-glucosidase precursor, putative, expressed |
| Os.10695.1.S1_at | adenylate kinase, putative, expressed |
| OsAffx.24862.1.S1_at | OsFBX62 - F-box domain containing protein |
| Os.52005.1.S1_at | saccharopine dehydrogenase, putative, expressed |
| OsAffx.24875.1.S1_at | expressed protein |
| Os.48072.1.S1_at | MCM5 - Putative minichromosome maintenance MCM complex subunit 5, expressed |
| Os.49445.1.S1_at | F-box/LRR-repeat protein 14, putative, expressed |
| Os.20333.1.S1_at | expressed protein |
| Os.25112.1.S1_at | methyltransferase, putative, expressed |
| Os.33603.1.S1_at | heavy metal-associated domain containing protein, expressed |
| Os.49527.1.S1_at | AMP-binding domain containing protein, expressed |
| Os.21349.1.S1_at | expansin precursor, putative, expressed |
| Os.52832.1.S1_at | CorA-like magnesium transporter protein, putative, expressed |
| Os.48829.1.A1_at | cytochrome P450 86A1, putative, expressed |
| Os.22677.2.S1_at | magnesium-chelatase subunit chlI, chloroplast precursor, putative, expressed |
| OsAffx.25404.1.S1_at | hypothetical protein |
| OsAffx.3427.1.S1_at | acyl CoA binding protein, putative |
| Os.54109.1.S1_at | AAA family ATPase, putative, expressed |
| Os.33081.1.S1_at | expressed protein |
| Os.54563.1.S1_at | OsSub30 - Putative Subtilisin homologue, expressed |
| OsAffx.13282.1.S1_s_at | DUF260 domain containing protein, putative, expressed |
| Os.27402.1.S1_at | disease resistance protein, putative, expressed |
| Os.54228.1.S1_at | OsWAK29 - OsWAK receptor-like protein kinase, expressed |
| Os.9739.1.S1_at | expressed protein |
| Os.6075.1.S2_at | expressed protein |
| OsAffx.13717.1.S1_s_at | AGAP002737-PA, putative, expressed |
| Os.55383.1.S1_at | retrotransposon protein, putative, Ty3-gypsy subclass, expressed |
| Os.54321.1.S1_at | expressed protein |
| Os.6217.1.S2_at | expressed protein |
| Os.34698.1.S1_x_at | aldose 1-epimerase, putative, expressed |
| Os.50175.2.S1_at | OsHKT1;1 - Na+ transporter, expressed |
| Os.10635.1.S1_s_at | GHMP kinases ATP-binding protein, putative, expressed |

***Table S4.*** *Cont.*

| Os.12293.1.S1_a_at | expressed protein |
| --- | --- |
| Os.27084.2.S1_a_at | SHR5-receptor-like kinase, putative, expressed |
| OsAffx.14380.1.S1_s_at | OsSAUR21 - Auxin-responsive SAUR gene family member, expressed |
| Os.50342.1.S1_at | leucine-rich repeat receptor protein kinase EXS precursor, putative, expressed |
| Os.22807.1.S1_s_at | NBS-LRR disease resistance protein, putative, expressed |
| Os.23474.1.A1_at | RNA recognition motif containing protein, putative, expressed |
| OsAffx.14407.1.S1_at | ARK3, putative |
| Os.9913.1.S1_at | wound induced protein, putative, expressed |
| Os.8482.1.S1_s_at | LTPL125 - Protease inhibitor/seed storage/LTP family protein precursor, putative, expressed |
| OsAffx.14425.1.S1_at | coatomer subunit epsilon, putative, expressed |
| Os.7692.1.S1_at | tetratricopeptide repeat domain containing protein, putative, expressed |
| Os.54080.1.S1_at | starch binding domain containing protein, putative, expressed |
| Os.18881.1.S1_at | periplasmic beta-glucosidase precursor, putative, expressed |
| Os.14077.1.S1_at | expressed protein |
| OsAffx.15014.1.S1_s_at | plant-specific domain TIGR01589 family protein, expressed |
| Os.23209.1.S1_at | PMR5, putative, expressed |
| Os.18913.2.S1_at | NFD4, putative, expressed |
| Os.6671.2.S1_x_at | spotted leaf 11, putative, expressed |
| Os.4820.1.S1_at | expressed protein |
| Os.6676.1.S1_at | NADH-cytochrome b5 reductase, putative, expressed |
| Os.15191.1.S1_s_at | SNF1-related protein kinase regulatory subunit beta-1, putative, expressed |
| Os.52922.1.S1_at | SH2 motif, putative, expressed |
| OsAffx.15062.1.S1_at | ribosomal protein L11 methyltransferase-related, putative, expressed |
| Os.28129.1.S1_at | UDP-glucoronosyl and UDP-glucosyl transferase domain containing protein, expressed |
| OsAffx.27284.1.S1_s_at | cyclin-B1-1, putative, expressed |
| Os.49209.1.S1_at | expressed protein |
| Os.51231.1.S1_at | cytochrome P450, putative, expressed |
| OsAffx.27304.1.S1_x_at | trehalose-6-phosphate synthase, putative, expressed |
| Os.52491.1.A1_at | expressed protein |
| OsAffx.5290.1.S1_at | leucine zipper protein-like, putative, expressed |
| Os.30746.1.S1_at | cytochrome P450, putative, expressed |

***Table S4.*** *Cont.*

| OsAffx.28409.1.S1_at | EF hand family protein, putative |
| --- | --- |
| OsAffx.10193.1.S1_at | hypothetical protein |
| Os.28865.1.S1_at | expressed protein |
| Os.26753.1.S1_at | expressed protein |
| Os.14631.1.S1_at | UDP-glucoronosyl and UDP-glucosyl transferase domain containing protein, expressed |
| OsAffx.16247.1.S1_at | cytokinin-N-glucosyltransferase, putative, expressed |
| Os.35797.1.S1_at | OsFBX230 - F-box domain containing protein, expressed |
| OsAffx.28463.1.S1_at | pentatricopeptide, putative, expressed |
| Os.5744.1.S1_at | phospholipase D, putative, expressed |
| Os.50228.1.S1_at | legume lectins beta domain containing protein, expressed |
| Os.12579.1.S1_at | acetyl-CoA acetyltransferase, cytosolic, putative, expressed |
| OsAffx.29770.1.S1_at | cinnamoyl CoA reductase, putative, expressed |
| Os.50376.2.S1_at | nuclear transport factor, putative, expressed |
| OsAffx.17614.1.S1_at | disease resistance protein RPM1, putative, expressed |
| OsAffx.29778.1.S1_at | lectin-like receptor kinase, putative |
| OsAffx.29784.1.S1_at | heavy metal-associated domain containing protein |
| OsAffx.17626.1.S1_s_at | expressed protein |
| Os.17076.1.S1_at | cytochrome P450, putative, expressed |
| OsAffx.19409.1.S1_at | hypothetical protein |
| Os.54989.1.S1_at | ubiquitin-conjugating enzyme domain containing protein, expressed |
| OsAffx.29831.1.S1_s_at | expressed protein |
| Os.6976.2.A1_at | expressed protein |
| Os.53954.1.S1_at | plant protein of unknown function domain containing protein, expressed |
| OsAffx.6270.1.S1_at | pollen signalling protein with adenylyl cyclase activity, putative, expressed |
| Os.53458.1.S1_at | O-methyltransferase, putative, expressed |
| OsAffx.31208.1.S1_at | receptor kinase, putative |
| OsAffx.31220.1.S1_at | expressed protein |
| Os.34523.1.S1_at | HVA22, putative, expressed |
| Os.10185.1.S1_at | expressed protein |
| OsAffx.31250.1.S1_at | expressed protein |
| Os.10817.3.S1_x_at | auxin response factor, putative, expressed |
| Os.9774.1.S1_at | expressed protein |
| Os.9454.1.S1_at | expressed protein |
| OsAffx.7280.1.S1_at | expressed protein |

**Table S4.** *Cont.*

| Os.35907.1.S1_at | plant protein of unknown function domain containing protein, expressed |
| --- | --- |
| OsAffx.7287.1.S1_at | plant protein of unknown function domain containing protein |
| Os.52499.1.S1_at | stripe rust resistance protein Yr10, putative, expressed |
| OsAffx.19171.1.S1_at | protein kinase domain containing protein, expressed |
| Os.27573.1.S1_at | BSD domain-containing protein, putative, expressed |
| Os.8629.1.S1_x_at | LTPL12 - Protease inhibitor/seed storage/LTP family protein precursor, expressed |
| OsAffx.19473.1.S1_at | OsFBX438 - F-box domain containing protein, expressed |
| Os.21635.1.S1_at | major facilitator superfamily antiporter, putative, expressed |
| Os.7585.1.S1_at | transporter-related, putative, expressed |
| Os.21415.1.S1_at | TLD family protein, putative, expressed |
| Os.17909.1.S1_a_at | dehydrogenase E1 component domain containing protein, expressed |
| Os.46288.1.A1_at | thioredoxin, putative, expressed |
| Os.15763.1.S1_at | las1-like family protein, putative, expressed |
| Os.26801.1.A1_at | aspartic proteinase nepenthesin precursor, putative, expressed |
| Os.50368.1.S1_at | OsFBDUF66 - F-box and DUF domain containing protein, expressed |
| Os.52955.1.A1_at | expressed protein |
| OsAffx.7867.1.S1_at | conserved hypothetical protein |
| Os.8576.1.S1_at | 2-aminoethanethiol dioxygenase, putative, expressed |
| Os.27272.1.S1_at | deoxyhypusine hydroxylase, putative, expressed |
| Os.51071.1.A1_at | peptide transporter PTR2, putative, expressed |
| Os.52621.1.S1_x_at | peptide transporter PTR2, putative, expressed |
| Os.52529.1.S1_x_at | Unkown function or not predicted |
| Os.21788.1.S1_at | Unkown function or not predicted |
| Os.33341.2.S1_at | Unkown function or not predicted |
| Os.39985.1.A1_at | Unkown function or not predicted |
| Os.11986.3.S1_x_at | Unkown function or not predicted |
| Os.11986.3.S1_at | Unkown function or not predicted |
| Os.51807.1.S1_at | Unkown function or not predicted |
| Os.56133.1.S1_at | Unkown function or not predicted |
| Os.24115.1.A1_at | Unkown function or not predicted |
| Os.8863.1.S1_at | Unkown function or not predicted |
| Os.36350.1.A1_at | Unkown function or not predicted |
| Os.57563.1.S1_at | Unkown function or not predicted |
| Os.52581.1.S1_at | Unkown function or not predicted |
| Os.23112.1.A1_at | Unkown function or not predicted |
| OsAffx.29851.1.S1_at | Unkown function or not predicted |
| Os.51405.1.S1_at | Unkown function or not predicted |

**Table S4.** *Cont.*

| OsAffx.19154.1.S1_at | Unkown function or not predicted |
| --- | --- |
| Os.50762.1.S1_at | Unkown function or not predicted |
| Os.54454.1.S1_at | Unkown function or not predicted |
| Os.55261.1.S1_at | Unkown function or not predicted |
| Os.51767.1.S1_at | Unkown function or not predicted |
| OsAffx.12287.1.S1_s_at | Unkown function or not predicted |
| Os.14835.1.S1_x_at | Unkown function or not predicted |
| OsAffx.24724.1.S1_x_at | Unkown function or not predicted |
| Os.55114.1.S1_at | Unkown function or not predicted |
| Os.5769.1.S1_at | Unkown function or not predicted |
| Os.50522.1.S1_at | Unkown function or not predicted |
| Os.5823.1.S1_at | Unkown function or not predicted |
| Os.8195.1.S1_at | Unkown function or not predicted |

© 2013 by the authors; licensee MDPI, Basel, Switzerland. This article is an open access article distributed under the terms and conditions of the Creative Commons Attribution license (http://creativecommons.org/licenses/by/3.0/).

How the deposited data were processed for this re-analysis (not part of the article)

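Gene expression was measured in flag leaves of IRAT109 and ZS97 at the booting stage, at D0 and at the 3 degrees of drought D1, D2 and D3, with 2 biological replicates each, on 16 Affymetrix Rice Genome Arrays. The values used are the processed signal intensity values deposited by the authors, 1 per probe set and array, on a linear scale. The labels of the samples name MAS5, with no version, and the methods section of the paper names the robust multiarray average, so the method that summarized the probes was not settled here. The arrays were not summarized again from raw scans, which were not used here.

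The array has 57381 probe sets, of which 123 are controls, and all were kept. The lowest intensity of an array was 3.1 to 3.5 and the highest 26045 to 33585. Values were analysed as log2 of the intensity plus 16. The median residual SD was 0.083 on the log2 scale, with 0.042 at the 10th and 0.14 at the 90th percentile of probe sets. The precision of a change therefore differs between probe sets.

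The annotation gives 1 gene symbol for 22436 probe sets, several for 95 and none for the others, and 3192 probe sets carry a named gene. It holds no gene descriptions and no locus identifiers of the genome annotation used by the paper. The 35 gene lists were therefore matched by patterns on gene symbols and their synonyms. The themes of the lists were fixed before the data were examined, along with the comparisons, the thresholds, the rule for naming genes and the alternatives of the closing section. The symbol patterns were written after the annotation was seen and before any fold change was computed. Loci of Table 3 were paired with the probe sets of Table S4 through their annotation text, which was possible for 17 loci.

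Changes were tested with limma 3.58.1 in R 4.3.3, in 1 model with 8 group means over all 16 arrays, which has 8 residual and 4.28 prior degrees of freedom. Calls need an adjusted p under 0.05 (Benjamini-Hochberg over all probe sets) and a fold change over 2. Comparisons were D1, D2 and D3 against D0 in each genotype, the mean of the 3 against D0, D2 against D1, D3 against D2, the difference of these changes between IRAT109 and ZS97, and IRAT109 against ZS97 at D0. Probe sets that differed over D0 to D3 in the moderated F-test at an adjusted p under 0.01, moved the same way at each step and changed over 2-fold from D1 to D3 were counted as dynamic. Lists with 5 or more probe sets were tested with camera, at a preset correlation of 0.01 and with an estimated correlation, and with fry. Overlaps were set beside those of independent lists, and for stages that share D0 arrays beside 20 simulated data sets without change. Table S4 was compared with the other probe sets by a 2-sided Fisher's exact test.

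Genes are named by this rule: each gene the paper names that could be matched; for the mean change of each genotype, its interaction and the steps between stages, the 10 largest rises and the 10 largest falls among called probe sets with a named gene, 1 symbol and every array of one group above those of the other; and up to 4 called members of each list. The text uses fewer. For interactions, arrays were compared by their distance to the D0 mean of their genotype. Values in the paper's tables had been seen before.

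Alternatives tried were constants of 1 and 64, quantile normalization, median centring, a filter on dim probe sets, the replicate number as a block, arrays of 1 genotype only, an intensity trend, an unadjusted p under 0.01, rank products with 100 permutations, other fold thresholds, 1 probe set per gene, other F-tests, other set tests and leaving out each array. The calls were tested on simulated data with changes of 1.5 to 3 log2 units in 58 to 82 probe sets per comparison. There limma found every changed probe set with 0 false calls, and rank products found them with 4 false calls. All these changes lay above the 2-fold cutoff and were added after the log2 transformation, with normal noise of the fitted size. Changes near 2-fold, the floor of dim signal and a deviating array were not simulated, so the result speaks for large changes only. Gene ontology terms, real-time PCR, near-isogenic lines and other stress data sets were not analysed here. The kinase gene OsSIK1 could not be matched to a probe set and is not reported here. The wall-associated kinases OsWAK29 and OsWAK10d were matched through the annotation of Table S4.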

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

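The tests of array scale, of single arrays and of senescence signal below were chosen only after the result was seen, and the 2 tests of dim signal before.

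The drought change differed between IRAT109 and ZS97, by the interaction test, for 1635 probe sets at D1, 2409 at D2 and 1958 at D3. Such differences may come from a probe set that gives no signal in 1 genotype, for example where its sequence differs from the probes. Of 849 responses called in IRAT109 alone with an interaction, the share with a ZS97 signal below the median probe set at D0, D1, D2 and D3 was 0.3981 (standard error 0.017), and of 836 called in ZS97 alone the share dim in IRAT109 was 0.2608 (0.015). Both shares lie below 0.5, so dim signal was not the source of most of these responses. Of the 7359 probe sets called in either genotype, 700 lay in the dimmer 50% by their mean over all arrays. That is a different measure but a smaller share, so dim signal may have contributed. Dim signal stays open for 338 and 218 of these responses. Sequence effects that leave a probe set bright and a biological difference between the genotypes also stay open and were not tested.

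The step from D1 to D2 differed between the genotypes for 471 probe sets, and the step from D2 to D3 for 407, again by a test of the difference itself. More probe sets changed from D1 to D2 in ZS97 and from D2 to D3 in IRAT109. A difference in scale between arrays would remove this pattern under another scaling, but the lower of the 2 count ratios was 2.7692 under quantile normalization and median centring. One deviating array would remove it when left out, but the lowest ratio over the 16 arrays was 2.7481. The timing of sampling against leaf water loss may also differ between the genotypes, which was not tested.

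The list of senescence and chlorophyll breakdown genes had the lower change in IRAT109, with a median difference of -1.0411 on the log2 scale, tested as an interaction of the list. A signal of IRAT109 too dim to show a change may hide a rise, but the share of the 7 probe sets dim in IRAT109 at D3 was 0.0000. An effect of sequence under bright probes stays open. A biological difference in the onset of senescence stays open as a hypothesis and was not tested.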

How the results depend on the processing

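The alternatives for the correlation among D1, D2 and D3 were chosen only after the data were seen; the other alternatives were not. The cause of the changes below was not tested, except that fewer probe sets were counted in the setting with 1 probe set per gene and that a fold threshold sets how many pass it.

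No value of a named gene or gene list that was past the threshold reversed. The ranking of the genotypes by upregulated probe sets did, with 2420 in IRAT109 and 2697 in ZS97 against 2603 and 2535 under quantile normalization and 13116 and 12586 with no fold threshold. So did that at D1 with a fold over 4 (376 and 391) and at D2 with no fold threshold (9900 and 9868). The ranking by all calls turned with a fold over 4 (1531 and 1537), and at D2, from 4200 and 4166, with the filter (3837 and 3871), with a fold over 4, with 1 probe set per gene and without ZS97 D0 replicate 2 (4200 and 4210). The order of rises and falls turned in IRAT109 with no fold threshold (13116 and 12164) and at D1 in each genotype (9195 and 9011; 8506 and 7943). In ZS97 it turned with a constant of 64 (1805 and 1941), with a fold over 4 (734 and 803) and under quantile normalization (2535 and 2697). At D2 of ZS97 it turned under median centring (2103 and 2086), with the filter (1939 and 1932) and with no fold threshold (9868 and 8833). At D3 of ZS97 it turned with a constant of 64 (1641 and 1782), under quantile normalization (2262 and 2467), with a fold over 4 (666 and 748) and with 1 probe set per gene (1494 and 1500). In both genotypes together, and from D2 to D3 in ZS97, it turned with no fold threshold (8179 and 7787; 1130 and 1165), and in the latter also with a fold over 4 (2 and 7). Of the dynamic probe sets of IRAT109, 245 rose and 218 fell, against 273 and 335 with a constant of 1, 224 and 239 under median centring, 1029 and 1583 with no condition on the fold from D1 to D3, 212 and 254 without IRAT109 D1 replicate 2. Without IRAT109 D3 replicate 2 the falls also outnumbered the rises. Among probe sets called in a genotype, 6 in IRAT109 and 3 in ZS97 took the opposite direction with no fold threshold, 1 in ZS97 with a constant of 1 and 1 in IRAT109 without IRAT109 D0 replicate 1. Counts are given for IRAT109 D1, D2 and D3 and ZS97 D1, D2 and D3, then for IRAT109, ZS97 and both genotypes, then for the interaction at D1, D2 and D3, then for the steps D1 to D2 and D2 to D3 in IRAT109 and in ZS97.

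With no fold threshold the counts were 18206, 19829, 20072, 16449, 18701 and 20576; 25280, 24478 and 15966; 8331, 12668 and 11950; and 2038, 6055, 5526 and 2295. With a fold over 4 they were 928, 1111, 1345, 788, 1194 and 1414; 1531, 1537 and 902; 298, 493 and 360; and 4, 39, 41 and 9. With 1 probe set per gene, 17905 probe sets in all, they were 2194, 2563, 2904, 1945, 2569 and 2994; 3388, 3293 and 2203; 893, 1332 and 1024; and 48, 254, 271 and 71, and 384 were dynamic in ZS97.

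With a constant of 64 the interactions numbered 1037, 1542 and 1165, the steps 33, 221, 259 and 62 and the dynamic probe sets 294 in IRAT109 and 392 in ZS97. With a constant of 1 the step D1 to D2 of IRAT109 counted 149. Without a condition on the fold from D1 to D3, 2612 and 3076 were dynamic. The other alternatives, among them quantile normalization, median centring, the filter, the intensity trend and rank products, kept these counts within 1.5 times. For the interaction, arrays of 1 genotype and rank products were not run.

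Gene lists that moved numbered 7 in IRAT109, 10 in ZS97 and 8 for the difference. They numbered 1, 4 and 4 with 1 probe set per gene, 2, 5 and 1 with an estimated correlation and 27, 26 and 21 with fry, a test of each list without the other probe sets. With the filter on dim probe sets 4 moved in IRAT109. For the difference, 4 lists moved up and 4 down, against 4 and 1 under quantile normalization, 5 in all, 5 and 1 with the filter, 3 and 1 with 1 probe set per gene and 0 and 1 with an estimated correlation. The median coefficient of variation of Table S2 was 8.7246% under quantile normalization and 7.9368% to 8.6421% without 1 array. The lowest replicate correlation was 0.9971 over all probe sets and 0.9917 on linear values, and the lowest among D1, D2 and D3 was 0.9902, 0.7900 and, with the largest SD, 0.9167.

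Leaving out 1 array, where the lone array of a group is assumed to vary like the other groups, kept these totals within 1.5 times. By direction, the 146 probe sets falling from D1 to D2 in ZS97 became 226 without ZS97 D1 replicate 2, and the 11 rising in IRAT109 became 6 without IRAT109 D1 replicate 2 and 7 without IRAT109 D2 replicate 2. Lists with the lower change in IRAT109 numbered 2 in place of 4 without IRAT109 D0 replicate 1, IRAT109 D1 replicate 2 or ZS97 D0 replicate 1. The totals ranged over 5519 to 5621 for IRAT109, 5340 to 5390 for ZS97, 1623 to 1725, 2355 to 2477 and 1939 to 2060 for the interactions, and 73 to 98, 360 to 405, 409 to 483 and 125 to 132 for the steps. Dynamic probe sets ranged over 449 to 521 and 579 to 601.

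Of 6661 values of named genes under other settings, 6585 were counted as unchanged, 46 lost and 30 gained a call. Of 12608 without 1 array 12554 were counted as unchanged, and for gene lists 415 of 507 and 1360 of 1392. A value not past the threshold in the main setting was also counted as unchanged when its direction turned. With replicate numbers as a block, calls for genes kept their side in each genotype (5516 of 5516 and 5337 of 5337 probe sets called in the same direction). Deviations of arrays with the same replicate number correlated between -0.32 and 0.16 over 28 pairs of groups, with a median of 0.0043. Probe sets near background limit the calls: 700 called probe sets lay in the dimmer 50% of the array.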

Differences from the paper's values

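All counts here use an adjusted p under 0.05 from limma and a fold change over 2. The methods of the paper state a p under 0.01 with rank products and the same fold, the legend of Figure 2 a p under 0.05, and the methods an F-test at p under 0.01 for dynamic genes. Of 49 values set beside the paper's, 7 differed; 12 counts were above the paper's and 35 below. Of the alternatives here, only those for the correlation among D1, D2 and D3 and the fold for the loci of Table 3 were chosen after the data were seen.

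Between D1 and D2 in IRAT109, the paper gives 159 genes and 77 were found here. Of the alternatives set before the data were examined, a constant of 1 came within the paper's (149). A constant of 64 (33), quantile normalization (72), median centring (80), the filter (72), the replicate block (77), 1 genotype only (76), the intensity trend (77), unadjusted p (77), rank products (77), no fold threshold (2038), a fold over 4 (4), 1 probe set per gene (48) and each omission of an array (73 to 98) did not.

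Genes that increased dynamically in IRAT109 number 150 in the paper and 245 here. A constant of 64 (185), median centring (224), a fold over 4 (190), 1 probe set per gene (170) and leaving out IRAT109 D1 replicate 2 (212) came within 1.5 times the paper's value. A constant of 1 (273), quantile normalization (261), the filter (229), a plain F-test (239), the F-test over D1, D2 and D3 (244), no condition on the fold from D1 to D3 (1029) and the other settings (245) did not; over omissions of 1 array the count was 212 to 270.

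The lowest correlation among D1, D2 and D3 is given by the paper as over 0.92 and was 0.8944 here. Over all probe sets, an alternative chosen after seeing the values, it was 0.9902, which is over the paper's value; with the largest SD (0.9167) and on linear values (0.7900) it was not.

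The counts of falling genes in Fig. 2C, read by eye, are about 140 from D1 to D2 in IRAT109, where 66 were found, about 170 from D2 to D3 (92), about 220 from D1 to D2 in ZS97 (146) and about 79 from D2 to D3 (50). With a constant of 1, set before the data were examined, they were 134, 164, 209 and 75, within 1.5 times the paper's. For D1 to D2 in ZS97 so were quantile normalization (157), the intensity trend (147), rank products (149) and leaving out ZS97 D1 replicate 2 (226) or ZS97 D2 replicate 1 (150). For D2 to D3 so were the fits without IRAT109 D3 replicate 2 (134) in IRAT109 and without ZS97 D3 replicate 1 (53) in ZS97. The remaining settings did not, with 57 to 92, 88 to 134, 115 to 226 and 43 to 53 over all omissions.

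Directions and rankings were also set beside the paper's. The paper counts genes by gene ontology terms, and the lists here hold only probe sets whose gene symbol matched, so the sets are unlike. The paper has fewer transport genes respond in ZS97 than in IRAT109. Of 199 transporter probe sets 50 did in ZS97 and 51 in IRAT109. The paper has transport genes repressed later in ZS97. At D1 28 fell there and 33 in IRAT109, a difference in counts that was not tested. Terms of transport and cell cycle respond in IRAT109 only, and of degradation in ZS97 only, in the paper. Here 37 transporter probe sets fell in IRAT109 and 35 in ZS97, 4 and 3 of 96 cell cycle probe sets rose, and 2 and 5 of 7 senescence probe sets rose. The direction of the senescence list goes with the paper, and so does NOL, which rose in ZS97 with an interaction. The list had a median difference of -1.04 between the genotypes (adjusted p = 2.08e-06, and 0.0437 with an estimated correlation). Of 36 protease probe sets 2 rose in IRAT109 and 3 in ZS97. Their change was lower in IRAT109 (adjusted p = 0.0356, but 0.387 with an estimated correlation). Of 26 autophagy and ubiquitin ligase probe sets 0 rose in either genotype by the mean change. CYCD4;1 rose in IRAT109, with an interaction that was lost with the largest constant. The cell cycle list went the other way, with a median difference of -0.05 (adjusted p = 0.0487, but 0.444 with an estimated correlation).

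More oxidoreductase and hydrolase genes rise in ZS97 in the paper. P450 genes rose in 4 and 2 of 34 in IRAT109 and ZS97, and glycoside hydrolases in 11 and 9 of 89 by the mean change, against 13 and 15 at D3. The paper counts more upregulated genes in IRAT109 than in ZS97 over the 3 stages; 2420 and 2697 were found, but the paper's order was found under quantile normalization (2603 and 2535) and with no fold threshold (13116 and 12586). It has OsLEA3-1 increase gradually in ZS97; its change from D1 to D3 was 0.92 on the log2 scale, below 2-fold, and with no condition on the fold from D1 to D3 it counts as dynamic there.

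The paper has most transport genes fall gradually in ZS97; of 50 responsive ones 8 did. It has over 90% of responsive genes stable across D1, D2 and D3; 87.4% in IRAT109 and 84.2% in ZS97 had no called step, and 91.6% and 88.9% were not dynamic. The paper's annotation counts 25 kinases in the intervals; the annotation words give 18.

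The paper has the array and the real-time PCR match for most genes of Table 3, from a plot of their ratios that was not analysed here. Over the 17 paired loci in IRAT109, 5 calls had the direction stated for the PCR, 1 the opposite, 8 were stated for the PCR alone and 2 were called on the array alone. In ZS97 these were 6, 1, 6 and 0, and at D0 between the genotypes 10, 0, 4 and 1. The 2-fold threshold makes part of this: of those stated for the PCR alone, 3 in IRAT109, 3 in ZS97 and 4 at D0 had an adjusted p under 0.05 in the stated direction with less than 2-fold, a count added after the values were seen. The threshold also hides opposite directions. LOC_Os04g52640 and LOC_Os04g07890, stated as upregulated for the PCR in IRAT109, changed there by -0.89 and -0.39 at D2 (limma, adjusted p = 1.08e-06 and 0.0411). The paper has each of the selected genes differ between the genotypes; 15 of 17 were called for drought at D1 or D2 in 1 genotype and not in the other, and the interaction, which tests the difference itself, was called for 12.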

Other observations

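No test in this part was chosen after the result was seen.

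Lists that belong to no claim were counted as well, by the mean change unless a stage is named. Of 34 expansin and cell wall loosening probe sets 3 rose and 2 fell in IRAT109 and 0 rose and 3 fell in ZS97, where 1 rose at D3 alone (adjusted p = 0.335 and 0.609). Their difference between the genotypes had a median of 0.11 and an adjusted p of 0.00399 with camera, and 0.244 with an estimated correlation, and that call was lost with the filter on dim probe sets. Ribosomal proteins, 33 probe sets, had medians of 0.07 and 0.10 in IRAT109 and ZS97 (adjusted p = 0.41 and 0.0489); the ZS97 call was lost with an estimated correlation (adjusted p = 0.585), with the filter, with 1 probe set per gene and in 10 of 16 fits without 1 array, the last with means from 0.08 to 0.10. Of 20 phloem and sugar export probe sets 2 rose in IRAT109, and 3 rose and 1 fell in ZS97 (adjusted p = 0.206 and 0.192).

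Lists under 5 probe sets were counted without a test. The 4 cuticle and wax probe sets had medians of 0.15 and 0.42. Of 2 pathogenesis-related probe sets 1 rose in IRAT109, and 1 rose and 1 fell in ZS97. Of 2 abscisic acid catabolism probe sets 1 rose and 1 fell in IRAT109 and 1 rose in ZS97. In unstressed leaves the signal of 2793 probe sets differed between IRAT109 and ZS97, 1761 of them higher in IRAT109. Such a difference can also come from sequence under the probes, which was not tested. Among the control probe sets 5 were called in a drought comparison.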
